# Transcripts within rod photoreceptors of the Zebrafish retina

**DOI:** 10.1186/s12864-018-4499-y

**Published:** 2018-02-08

**Authors:** Chi Sun, Carlos Galicia, Deborah L. Stenkamp

**Keywords:** Rod photoreceptor, Retina, Transcriptome, RNA-Seq, Zebrafish, Regeneration

## Abstract

**Background:**

The purpose of this study was to identify transcripts of retinal rod photoreceptors of the zebrafish. The zebrafish is an important animal model for vision science due to rapid and tractable development, persistent neurogenesis of rods throughout the lifespan, and capacity for functional retinal regeneration.

**Results:**

Zebrafish rods, and non-rod retinal cells of the *xops:eGFP* transgenic line, were separated by cell dissociation and fluorescence-activated cell sorting (FACS), followed by RNA-seq. At a false discovery rate of < 0.01, 597 transcripts were upregulated (“enriched”) in rods vs. other retinal cells, and 1032 were downregulated (“depleted”). Thirteen thousand three hundred twenty four total transcripts were detected in rods, including many not previously known to be expressed by rods. Forty five transcripts were validated by qPCR in FACS-sorted rods vs. other retinal cells. Transcripts enriched in rods from adult retinas were also enriched in rods from larval and juvenile retinas, and were also enriched in rods sorted from retinas subjected to a neurotoxic lesion and allowed to regenerate. Many transcripts enriched in rods were upregulated in retinas of wildtype retinas vs. those of a zebrafish model for rod degeneration.

**Conclusions:**

We report the generation and validation of an RNA-seq dataset describing the rod transcriptome of the zebrafish, which is now available as a resource for further studies of rod photoreceptor biology and comparative transcriptomics.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4499-y) contains supplementary material, which is available to authorized users.

## Background

Within the vertebrate neural retina, photoreceptor cells are the sensory neurons that detect photons and convert this physical information into electrochemical signals. Rod photoreceptors contain the visual pigment rhodopsin, are highly sensitive to light, and provide predominantly convergent information to downstream neurons to maximize light detectability in low-light situations. Cone photoreceptors contain cone visual pigments (cone opsins) with distinct peak spectral sensitivities, and provide convergent and divergent information to downstream neurons, which process differential input to discriminate color and provide high acuity vision. Photoreceptors display distinctive morphologies with specialized apical projections, the outer segments, which are highly modified nonmotile cilia [1]. Outer segments include membranous disks to increase surface area for containing opsins and other phototransduction proteins, and photoreceptors maintain these outer segments with a high rate of protein synthesis, together with mechanisms for selective protein targeting and trafficking [2]. Rod photoreceptors in humans are particularly sensitive to genetic changes in structural and functional components; such defects cause hereditary retinal degenerations, which typically involve rod cell death, followed by cone cell death and loss of vision [3]. There is therefore great interest in increasing our depth of understanding of rod photoreceptor biology, health, the factors leading to cell death, and the discovery of strategies for promoting rod survival and/or rod replacement.

The zebrafish, an important animal model in vision research, is an example of a vertebrate with the endogenous capacity for rod replacement [4]. The zebrafish retina grows throughout its lifespan through the addition of new neurons at the retinal periphery, called the circumferential germinal zone (CGZ) or ciliary marginal zone (CMZ) [5–7]. In addition, Müller glia throughout the growing retina divide at a slow rate, generating a transiently-amplifying population of rod progenitors that migrate to the photoreceptor layer, and divide to generate rod photoreceptors [8]. The zebrafish retina therefore accumulates rods over its lifespan from these dedicated rod lineages. In zebrafish models of rod degeneration, either the most immediate precursors within the photoreceptor layer accelerate the production of new rods [9, 10], or the progenitor lineage is stimulated to increase rod neurogenesis to replace rods lost to damage [10]. In response to more widespread retinal damage due to chemical trauma, the progenitors generated by cell division of Müller glia gain the capacity to regenerate other types of retinal neurons [11–14], ultimately resulting in restoring visual function [11, 15]. The existence of the rod lineage is well-documented in zebrafish [8, 16, 17], and in other teleosts [18–20], and holds promise to inform the development of rod replacement strategies to treat human retinal disease. However, our knowledge of rods, and the rod lineage, within the zebrafish remains limited to a small number of rod-specific markers (primarily phototransduction components) [21], and a network of transcription factors important for rod determination and differentiation [5, 16, 22–25]. A single, distinctive marker for cells of the dedicated lineage that generates new rods, other than incorporation of S-phase markers, remains surprisingly elusive.

In the present study, we begin to fill this knowledge gap through RNA-sequencing (RNA-seq) analysis of the transcriptome of isolated rod photoreceptors, in comparison with non-rod retinal cells. In the transgenic line *xops:eGFP*, rod photoreceptors exclusively express high levels of GFP [26], permitting enrichment of rods from other retinal cells by fluorescence-activated cell sorting (FACS). This approach revealed transcripts that were upregulated in rods vs. other retinal cells, those that were present in rods but not differentially expressed, and those that were downregulated in rods vs. other retinal cells. Quantitative PCR (qPCR) studies suggested that this transcriptome is remarkably stable over the zebrafish lifespan from larval to adult ages, and appeared similar in rods that had regenerated following a chemical lesion. The zebrafish rod transcriptome is now a resource that can be mined for the identification of novel structural and functional components of rods, and possibly their progenitors, and for future comparative analyses with transcriptomes of rods and/or cones from key model organisms.

## Methods

### Animals and tissue preparation

All procedures involving animals were carried out in compliance with protocols approved by the University of Idaho Animal Care and Use Committee. Zebrafish (*Danio rerio*) were maintained on a 14:10 light:dark cycle in recirculating, monitored system water, housed and propagated according to [27]. For this study we used the *xops:eGFP* transgenic line, in which the *Xenopus* rod opsin promoter drives expression of eGFP exclusively in rod photoreceptors [26], the gift of James Fadool, and a wild-type strain originally obtained from Scientific Hatcheries (now Aquatica Tropicals). In addition we used the *xops:mCFP* transgenic line, the gift of Ann Morris. In this line, the presence of mCFP in retinal rods leads to rapid rod degeneration, and a proliferative response to this degeneration by the rod precursor population [9].

To obtain retinal tissues for fluorescence-activated cell sorting (FACS), *xops:eGFP* fish were dark-adapted for 10–12 h to facilitate removal of retina from the RPE, anaesthetized with MS-222, and eyes enucleated with fine forceps. Corneas and lenses were removed, and retinas were peeled free from the RPE and whole eyecup in saline. In some cases, as indicated in Results, we used whole adult (1.5 yrs), juvenile (1 month), or larval (14 days post-fertilization; dpf) retinas for FACS and quantitative RT-PCR (qPCR). In all cases, animals were dark-adapted prior to retina removal, and in all cases, RNA isolation was performed immediately following tissue collection or FACS.

Tissues for in situ hybridization were fixed in phosphate-buffered, 4% paraformaldehyde containing 5% sucrose for 1 h at room temperature, and washed in phosphate-buffered 5% sucrose, and then a graded series ending in 20% sucrose for overnight cyroprotection at 4 °C. Tissues were embedded in a 1:2 solution of OCT embedding medium (Sakura Finetek) and phosphate-buffered, 20% sucrose, and frozen in isobutane supercooled with liquid N_2_. After freezing solid, tissues were sectioned at 5 μm on a Leica CM3050 cryostat [15, 28].

### Cell dissociation and FACS

Whole retinas were dissociated into cell suspensions by incubating with 0.225% trypsin (Fisher ThermoScientific) and 0.001% papain (Worthington Biochemical) for 10 min at 37 °C. Dissociation was stopped by the addition of heat-inactivated fetal bovine serum (10% *v*/v final concentration). Suspended cells were pelleted and incubated with DNAseI at room temperature for 15 min. Cells were pelleted and resuspended in 100 μL phosphate-buffered (pH 6.5) saline (PBS) and immediately FACS-sorted.

GFP+ vs. GFP- retinal cells were sorted using a BD FACSAria flow cytometer, using the 488 nm laser and FITC fluorescence filter, and the 70 μm nozzle. Some cells were collected for fluorescence microscopy, or for post-sort FACS analysis. For RNA-seq or qPCR, GFP+ and GFP- cells were collected separately in the FACS sheath fluid, and RNA was immediately extracted.

### RNA isolation and quantitative real-time PCR (qPCR)

RNA was extracted from tissue samples using the NucleoSpin® RNA kit (Macherey-Nagel) using the manufacturer’s protocol, quantified and quality-checked on a Nanodrop spectrophotometer, and cDNA was synthesized using the SuperScript® kit (New England Biotech) using random hexamer primers. Gene-specific primers used for qPCR were designed using AlleleID7/84 (Premier Biosoft), and are provided in Table 1. Amplification was carried out using a model 7900HT Fast Real-Time PCR System and SYBR-Green PCRMaster Mix (Applied Biosystems, Inc.). Relative quantitation of gene expression between GFP+ and GFP- samples was determined using the 2^-ΔΔCt method with 18S as the reference transcript [29], and five technical replicates per biological replicate. For samples from adult fish, retinal cells from a single adult fish constituted a biological replicate (3–5 replicates); for samples from juvenile fish, retinal cells from 10 to 15 juveniles were pooled for each biological replicate (3 replicates); for samples from larvae, retinal cells from 15 to 20 larvae were pooled for each biological replicate (3 replicates).

**Table 1:** Primers used for qPCR

Gene	Sense Primer 5′ - > 3′	Anti-sense Primer 5′- > 3′
aipl1	TCCAGTCAGTCTTTACAC	CCTTAGTTCCAGTCACAA
ajap1	GGAGTAAGGTGTCTAACT	TTCCTGATATTCGTCCAT
apoc1l	CCCAATTACCTTGTGTTT	ACAGTGTGACTTTGTATTG
atat1	CTAATGTGAATCTGCTATA	ACTCAAGTTACTATCCAA
bbs4	ACCACATTAGGACTGCTG	TCATAGGTCAGAGCGTTTC
cabp4	AGTTCGTTATGATGTTGTCTCT	CTATGATGATCCGCCACTG
cobl	TCTAACCATACAGCAGAATCCA	GTCCAGGCGACAACATTG
cry3	TTACTCTTCTGGATTTCC	ATATAAACACACCGTACA
dscamb	AAGAAGATGGTCTGACTC	CAAGGGAAAGCAAGTATT
egf	TAAGTGAGTGGACAATGTT	GTCTTCGTGTTCCATCTA
enc1	ACGAGTCAGTATATTTCT	GTAAGTAACGAGCCTATA
esrrb	CGTCTCCTCATACTTCAG	TCCTCCACTCTATTAGCA
esrrd	CATGACCTTATGTGACCTT	CAGAAACCTGGTATGTGT
gc2	CTGTGTTAATTGGTGGAA	AGAGTATCGTAGGACATAA
gc3	CTCTATTCACTGCCATAT	CATGGTTACTGTTAAGAC
gngt1	AATCCATTCATTCAACACAACAT	ACTTCCATCTTCGCCTTATC
gucy2f	TAGCATTACACTATGGATT	GCCTATGATTCCTACTTT
kcnv2a	GCAGGAGTTAAGTAAGGATAT	TAGGAGTGGAGAACAGTC
kita	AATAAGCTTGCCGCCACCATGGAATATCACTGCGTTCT	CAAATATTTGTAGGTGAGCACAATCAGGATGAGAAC
lingo1a	TGCTTGTACGGATTGAAT	ATGTTGAGGAAACGAAGA
Lplastin	GCAGTGGGTGAACGAAACAC	TCGAGATCGCATACTTGGCG
mef2ca	TGTAATCATTCAGCGTAGTG	TCTAAGGTGTGCCGTTAT
mef2cb	CCCGTGAATAACCAGATC	GTGACATGCTGTTTCTTT
mpeg1.1	CGGGTTCAAGTCCGTAACCA	TGGCGTCAGCGATTTCTTCT
msi1	CGAGCCCAGCCTAAGTTG	ATCTTCAATAGTCGTGTTCACTGA
ncam1b	AGTTTGATAAAGATGTTCGTTTC	TTAATGCTGCGGAAGTCA
ngf	GAGAAGACTACAAGCGAAT	CGACAACAATAAGGAGGAT
nr1d4a	AATCATCTTATCGCACAAC	ATAGTAGTAGGTAGTAGGAGTA
nr1d4b	AACGGTCACTATAACTTC	GAATAGCTGTTGTGTTTAG
nr2f1b	TGAGAAGAACACAGAGTAA	AGGATTGCTGACTATAACA
nrl	GATGGTCAGAGGAGAATG	GGTTGTAACGAGTGCTTA
nucb2b	ATGATATGGTGGAGATGGA	CTTGTTCGTGGCAGTAAT
panx1b	GCAGAGTGATTCTAAGTA	GAGTGAGATGAGTAACAA
pdca	TGCCGATGTGGAATAATCAGA	ACAGCGTCATTACTCATTCTATCT
ppdpfa	TAGCGTTTACCCGACCAA	TTTCCCCGTCCTCTAAAG
prom1b	CAGTTGGAGTGACAGTTG	TCAGGTCTCTTATGTTGGT
rtn2a	GGACACATAGACACAGACAA	CCTTCCAGTAGACCAGGT
rho	ACTTCCGTTTCGGGGAGAAC	GAAGGACTCGTTGTTGACAC
rhol	GCTGTGAGATGCTGGATT	GTTGTTGTTGTTGTTGTTGTC
rims3	AGAGGAGGTCAGTTAGAG	TATATGTTGCTGGAATGTTC
rxrga	TTCACACTGGTCATTCAA	AAGGCATTATAGAGCGATT
rxrgb	ACATAATACAGACAGAGACT	TAATAGCACAAGACAGAATC
thrb	TCTGGTCTGATGAGTCTA	GTATTAGCCTGGTGATGA
tprn	CAAACAACAAACATATAATCAAGT	TCTGAATGGTCGTGAATG
tulp1b	CAAGGAATCAACAGAGAAG	CATCATCATCATCGTCATC
sept8b	CTATCGTGGACTACATTGA	ATGAAGTACAGGCAGATG
znf536	CAATGGACAGAATTTAGGAATCA	CACAAAGAGGACAGGGATAT
18S	GAACGCCACTTGTCCCTCTA	GTTGGTGGAGCGATTTGTCT

### Library construction, RNA-seq, and bioinformatics

Both quantity and quality of RNA were assessed by using an Agilent 2100 Bioanalyzer. All samples used for RNA-seq had an RNA integrity number (RIN) > 8.0, and the experimental design retained pairing information between GFP+ cells and GFP- cells derived from both retinas of a single fish, allowing us to analyze them as paired samples. At least 5 ng of RNA was available per sample, and provided to the University of Idaho’s Institute for Bioinformatics and Evolutionary Studies (IBEST) Genomics Core for RNA amplification, the generation of cDNA, sequencing, and bioinformatics. Quality and quantity of cDNA libraries were verified by Bioanalyzer. All sample preparation was achieved with Ovation® RNA-Seq System V2 (NuGEN), and sequencing performed on an Illumina (San Diego, CA) MiSeq with MiSeq Reagent Kit v3, 600 cycle kit. Four biological replicates (from four different fish) were sequenced (Fig. 1a). Reads were quality-trimmed with Sickle (https://github.com/najoshi/sickle), and paired reads were overlapped with FLASH [30]. Overlapped reads were aligned against Zv9.75 using the Burrows-Wheeler aligner [31]. BAM files were sorted with using SAMtools [32], and reads were counted by feature using HTSeq-count [33]. Counts were analyzed and differentially expressed genes were identified with R [34] and edgeR [35]. Descriptive plots were generated, and gene ontology (GO) analysis and hierarchical clustering were performed, with R and GOstats [36]. Comparison with a publicly available microarray dataset [37] was done using paralogue and probe identifier information available via Ensembl’s BioMart (http://uswest.ensembl.org/biomart/martview/83d09c7c5ff71f36d9df58ed9f566c78).

**Fig. 1:**
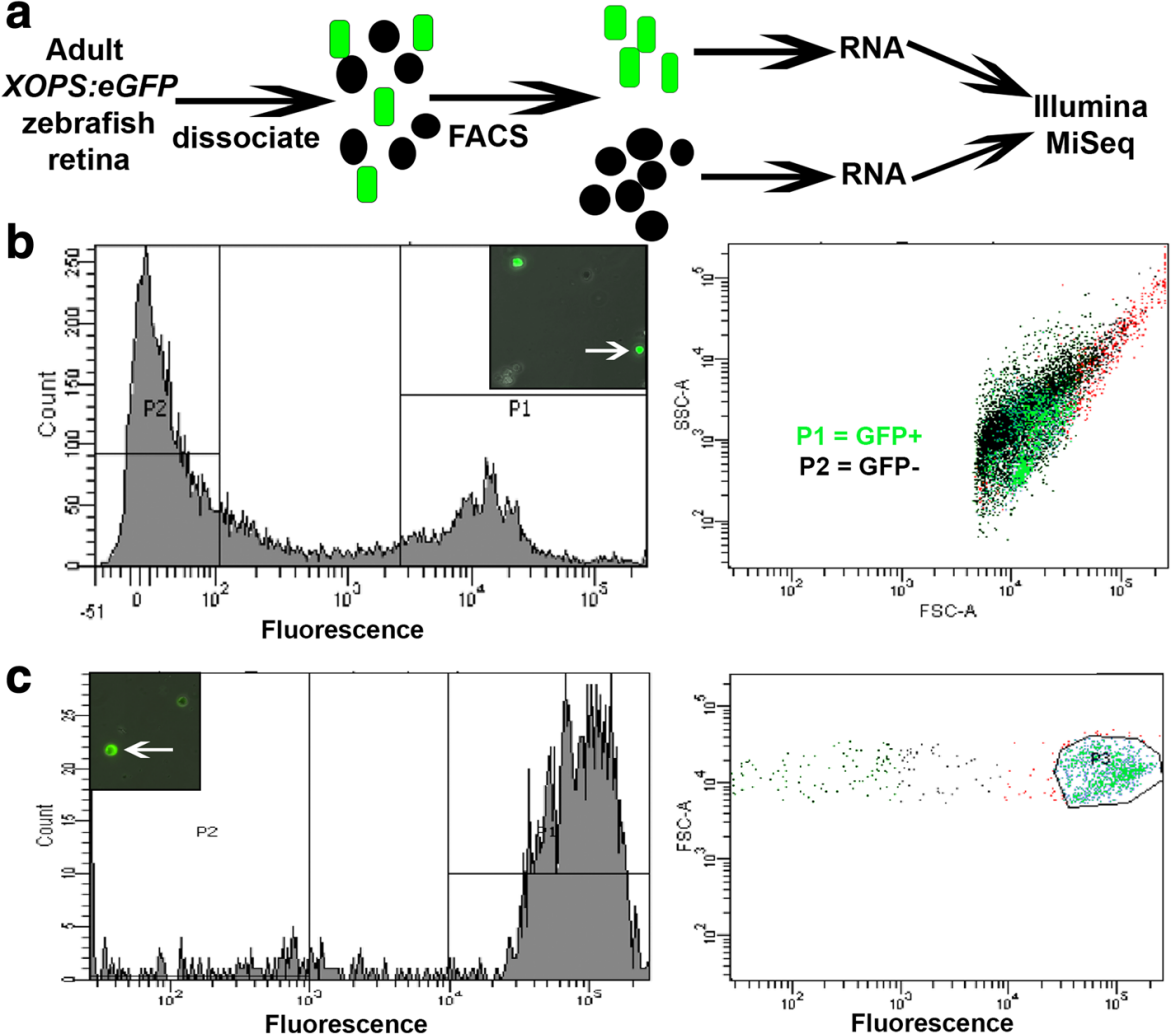
Dissociation, FACS separation, and RNA-seq analysis of GFP+ rod photoreceptors and GFP- retinal cells. **a** Experimental procedure. **b** Representative FACS results showing dissociated cells (inset; arrow indicates GFP+ cell), GFP+ population collected in P1, GFP- population collected in P2. Cells not in P1 or P2 are in red in the second panel. **c** Post-sort analysis of a sorted GFP+ population by fluorescence microscopy (inset; arrow indicates GFP+ cell) and FACS. SSC, side scatter (reflecting object complexity); FSC, forward scatter (reflecting object size)

### Probe preparation and in situ hybridization

Zebrafish *rho* (*rhodopsin*) cDNA, in pBK-CMV phagemid, was the gift of T. Vihtelic. Other cDNAs were generated as follows. Total RNA was extracted from homogenized adult zebrafish retina, and cDNA was generated using random hexamers and oligo(dT) primers. Gene-specific primers (Table 2) corresponding to *rhol*, *dscamb*, *rxrga*, and *rxrgb* predicted mRNAs were designed using Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/), were used for PCR amplifications, and the resulting amplicons were gel-purified and ligated using TA-ligation into the pGEM-T-Easy vector (Promega), which contains T7 and SP6 promoters. cDNAs were sequence-verified (*ElimBio;* St. Hayward, CA), with sequencing results compared to original genomic sequence using nucleotide Blast software and viewed in *Sequencher* (GeneCodes). Digoxigenin (dig) –labeled cRNA probes were prepared using T7 or SP6 RNA polymerase (Roche) according to the manufacturer’s instructions. In situ hybridization was carried out according to Nelson et al. [16]. In brief, sections were rehydrated, permeabilized with proteinase K, dehydrated and incubated with probe in a solution containing 50% formamide, with hybridization temperatures optimized for each probe using PolyPro [38]. Hybridized tissues were treated with RNAse A, and the presence of dig was detected with anti-dig antibodies conjugated to alkaline phosphatase, followed by an NBT-BCIP (Roche) or BM-purple (Sigma) color reaction carried out according to the manufacturer’s instructions. *In situs* were imaged on a Leica DM2500 upright microscope with a Leica DFC700T camera using DIC optics. In addition to antisense probes, sense probes were also prepared and confirmed not to generate detectable signal.

**Table 2:** Primers used for generation of in situ probes

Primer name	Primer sequence 5′- > 3′	Probe length
rhol_probe_F	CGAAGTGACCCGAATGGTGA	764b
rhol_probe_R	GCGGAATGAACCGCCTTAAC	
dscamb_probe_F	TCTGGATCCCCGGAGACAAT	757b
dscamb_probe_R	TCTGGATCCCCGGAGACAAT	
rxrga_probe_F	GGAGAAGATCCTGGACGCTG	734b
rxrga_probe_R	AGTGTGCGCTGGGGTTTATT	
rxrgb_probe_F	CGCGGAATGGATACTCACGA	807b
rxrgb_probe_R	TCCGCTGCATGGCAGATATT	

### Retinal damage and regeneration

The retinas of adult *xops:eGFP* fish (1 yr) were chemically lesioned to destroy all retinal neurons while sparing Müller glia [13]. Briefly, fish were anaesthetized by tricaine and an incision was made across the cornea with a sapphire blade. Using a Hamilton syringe, 0.4 μL - 0.6 μL of 200 μM ouabain was injected into the vitreal chamber of the right eye, resulting in an estimated intraocular concentration of 10 μM [11, 15, 39]. Loss of GFP+ photoreceptors was verified in sectioned retinas obtained from parallel experiments at 3 days post-injury (3 dpi), and by viewing retinas of live, anaesthetized fish with epifluorescence stereomicroscopy (Leica M165 FC), also at 3 dpi. Lesioned zebrafish were allowed to recover, and regenerate their retinas [11] until 14 dpi or 30 dpi, and were humanely sacrificed to collect retinas for cell dissociation, FACS, and qPCR, or to collect whole eyes for cryosectioning.

### Indirect immunofluorescence and confocal microscopy

Histological processing and sectioning was carried out as previously described [28]. In brief, whole eyes were perforated at the cornea, to create a slit through which lenses were removed. Eyecups were immersed in phosphate-buffered (pH -7.4), 4% paraformaldehyde containing 5% sucrose and fixed at room temperature for 1 h. Eyes were subjected to sequential washes with increasing concentrations of phosphate-buffered sucrose, and cryoprotected overnight at 4 °C in phosphate-buffered, 20% sucrose. Eyes were embedded in a 1:2 mixture of OCT (optimal cutting temperature; Sakura Finetek) and buffered, 20% sucrose, and sectioned on a Leica CM3050 cryostat at 5 μm. Sections were blocked in 20% goat serum 1 h, room temperature, and then incubated with primary antibody 1D1 (1:20) (the gift of James Fadool) overnight, 4 °C, which stains zebrafish rhodopsin [40]. Sections were washed with phosphate-buffered (pH -7.4) saline containing 0.01% TritonX-100 (PBST), and then incubated with secondary antibody conjugated to Cy3 (1:200; Jackson Immunoresearch) for 2 h at room temperature. Mounted sections were imaged with a Nikon Andor spinning disk confocal microscope and Zyla sCMOS camera using 40X dry and 60X oil immersion objectives.

## Results

### Transcripts of rods of adult zebrafish retina

We isolated highly pure rod and non-rod retinal cell populations by FACS-sorting cell suspensions from adult *xops:eGFP* zebrafish retinas (Fig. 1a). GFP+ cells (P1 in Fig. 1b) made up 10–20% of all collected retinal cells and constituted a distinctive cell population as compared with the GFP- population (P2 in Fig. 1b). Visualization of samples using epifluorescence microscopy suggested that the majority of dissociated GFP+ profiles, and FACS-sorted GFP profiles, appeared to be rounded-up rod cell bodies rather than outer segments or other fragments (insets in Fig. 1b, c). To verify enrichment of our sorted populations, a separate sample from one fish was used to collect GFP+ cells using the same FACS-sorting parameters as those used for RNA-seq, and we subsequently examined the sorted population by fluorescence microscopy and by post-sort analysis (Fig. 1c). These results indicated that P1 population was highly enriched for GFP+ cells (Fig. 1c), and therefore suitable for transcriptome analysis.

We performed RNA-seq on both the rod (GFP+; P1) and the “non-rod” (GFP-; P2) populations, in order to identify transcripts enriched, present, or depleted in the rod population as compared with other retinal cells (similar to the approach of [41]). 

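RNA-seq libraries were available from 4 *xops:eGFP* fish, 1 GFP+ and 1 GFP- library per fish, so that the 8 libraries form 4 pairs. In this line the *Xenopus* rod opsin promoter drives eGFP in rods, and both retinas of a single dark-adapted fish were dissociated with trypsin and papain and sorted into the 2 populations. RNA was amplified before library preparation and sequenced on an Illumina MiSeq. The authors trimmed the reads, overlapped the read pairs, aligned the overlapped reads to the Zv9 assembly and counted them per gene with HTSeq-count, without normalization. The deposited counts cover 33737 Ensembl gene IDs, and a symbol was found for all but 9545 of them. Counts on genes ranged from 1722055 to 2206479 per GFP+ library (median 1881611) and from 1865121 to 2514874 per GFP- library (median 2112948). With HTSeq's own counters of reads that were not assigned to a gene, the totals ranged from 2879681 to 4428076 per library, whereas the range that the paper reports is 2781516 to 3480515 reads. All values below use the counts on genes. Reads on no annotated gene made up 37.4% ± 5.81 (SD, n = 4) of the GFP+ totals and 27.9% ± 3.76 (SD, n = 4) of the GFP- totals, and this share was higher in the GFP+ library of every fish (exact two-sided sign-flip test, p = 0.125, the smallest p that 4 pairs allow). Mitochondrial genes took 24.9% ± 11.7 (SD, n = 4) of the counts on genes in GFP+ libraries and 44.2% ± 21.3 (SD, n = 4) in GFP- libraries, again with the same direction in all 4 fish. Because such a difference in composition can shift the apparent level of all other genes, the counts were scaled with edgeR's TMM factors, and the levels given below are counts per 1e6 counts (CPM) of the scaled library size. Genes with too few counts were removed with edgeR's filterByExpr, which left 12564 genes. GFP+ and GFP- libraries were compared with edgeR's quasi-likelihood test with the fish as a block, and p-values were adjusted with the Benjamini-Hochberg method to give the FDR. Standard errors were derived from the fitted log2 fold change and the test's F statistic. At this depth a count of 0 allows up to 3 counts, which is 1.19 to 1.74 CPM of the counts on genes in these libraries; this limit covers counting error only, since amplified reads are not independent molecules.

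**Figure D1:**
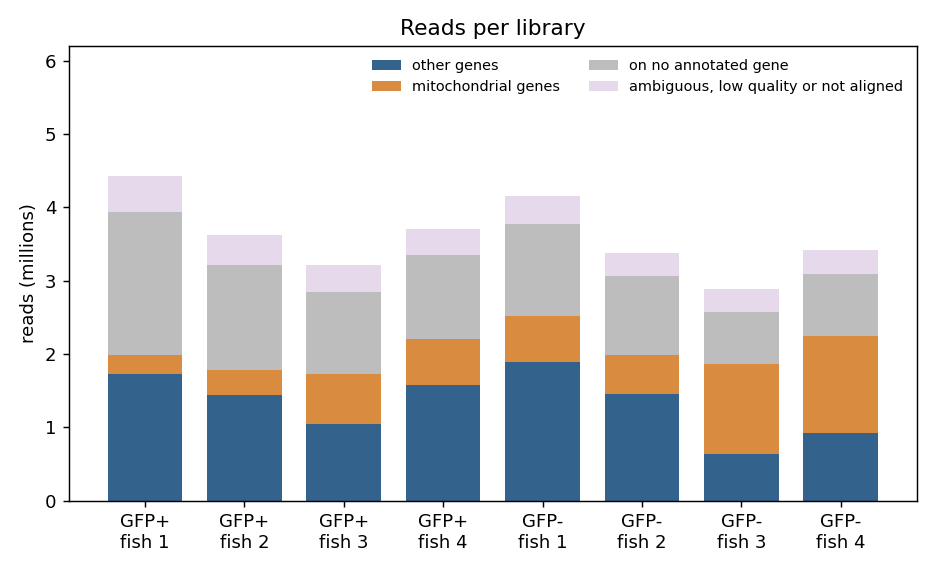
Reads per library (vertical axis, in units of 1e6 reads) for the 4 GFP+ and the 4 GFP- libraries, divided into counts on mitochondrial genes, counts on other genes, reads on no annotated gene and all other unassigned reads. The mitochondrial part is largest in the GFP- libraries of fish 3 and 4, at 66.1% and 58.7% of the counts on genes.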

The resulting dataset is publicly available via the Gene Expression Omnibus (GEO; accession # GSE100062). Sequencing depth ranged from 2,781,516 to 3,480,515 reads per sample, and mapping percentages ranged from 97.0% to 97.4% per sample. Multidimensional scaling showed good separation of GFP+ vs. GFP- samples along the first dimension and separation by sample along the second dimension (Additional file 1: Figure S1A). 

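Multidimensional scaling was repeated on log2 CPM with the 500 genes that differed most between each pair of libraries. Along the first dimension, which held 32.8% of the variation, GFP+ libraries lay between 0.96 and 2.00 and GFP- libraries between -1.80 and -1.07. The nearest libraries of the 2 populations were 2.03 apart, compared with an SD of 0.445 among the GFP+ libraries and of 0.385 among the GFP- libraries (n = 4 each). The second dimension held 22.8% of the variation. On it, the 2 libraries of 1 fish were 0.507 apart on average, whereas fish 3 and 4 lay 2.05 above fish 1 and 2. The labels of fish 3 and 4 carry a suffix that the paper's text does not explain. Without TMM factors the populations overlapped along the first dimension, and the gap became -0.88.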

A plot of estimated Biological Coefficient of Variation (BCV) indicated a trend in dispersion associated with expression (Additional file 1: Figure S1B), leading us to fit a trended model within edgeR before doing differential expression analysis. 

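The common BCV, estimated with the fish as a block, was 0.44. The trended BCV fell with expression, from a median of 0.701 in the 25% of genes with the lowest mean CPM through 0.536 and 0.404 to 0.298 in the 25% with the highest. When the block was left out, which puts the differences between fish into the dispersion, the common BCV rose to 0.525. From the trend, the paper reasons that a trended model should be fitted before the differential expression analysis.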

Differentially expressed transcripts were identified as those significantly upregulated or downregulated in the GFP+ population vs. the GFP- population. Those identified with a false discovery rate (FDR) of < 0.01 consisted of 1629 distinct entries (597 upregulated, 1032 downregulated); those identified with an FDR of < 0.05 consisted of 2439 entries (Additional file 1: Figure S1C). 

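Of the 12564 genes tested here, 1107 differed between GFP+ and GFP- libraries at an FDR under 0.01, with 393 higher and 714 lower in GFP+ libraries, and 1905 differed at an FDR under 0.05. At an unadjusted p under 0.01, 766 genes were higher. All 393 of the higher genes, and 693 of the 714 lower genes, also have an FDR under 0.01 and the same direction in the authors' deposited table. The pairing of libraries moved these counts most, since the fit without the fish as a block found 45 genes higher and 142 lower. With edgeR's likelihood ratio test and a trended dispersion, 571 genes were higher and 1112 lower. When fish 1 was left out, 180 genes were higher and 329 lower, the smallest counts of higher and of lower genes among the 4 fits that each left out 1 fish.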

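Guanylyl cyclase *gc2* (ENSDARG00000018329, Zv9 chromosome 7 from 52724991 to 52749501) was at 393 ± 99.3 CPM (SD, n = 4) in GFP+ libraries and at 52.4 ± 27.0 CPM (SD, n = 4) in GFP- libraries, a log2 fold change of 3.02 (standard error 0.29, edgeR quasi-likelihood FDR = 5.07e-07). Of the other 4 among the first 5 upregulated entries, *esrrd*, *gngt1* and *arhgap29a* had log2 fold changes of 3.63, 2.95 and 2.64, and the fourth, an uncharacterized gene, 3.82. The nuclear receptor *esrrd* (ENSDARG00000015064) varied most between fish, at 347.7 and 627 CPM in the GFP+ libraries of fish 1 and 2 but 1.43 and 17.8 CPM in those of fish 3 and 4. Its ratio of GFP+ to GFP- was positive in fish 1, 2 and 4; in fish 3, with 2 counts in the GFP+ and 0 in the GFP- library, no difference was measured. Among the first 5 downregulated entries, *ptprc* (ENSDARG00000071437, chromosome 22 from 24703749 to 24794350) fell from 84.5 ± 27.2 CPM (SD, n = 4) in GFP- libraries to 1.27 ± 0.917 CPM (SD, n = 4) in GFP+ libraries, a log2 fold change of -6.08 (standard error 0.49, edgeR quasi-likelihood FDR = 5.57e-08). The log2 fold changes of *si:dkey-27i16.2*, *apoc1l*, *cd74a* and *bzw1b* were -6.05, -4.46, -4.67 and -3.68. These fitted values use edgeR's prior count, which matters for transcripts with few counts in GFP+ libraries. By p-value in the fit made here, the 5 highest-ranked genes among those higher were *gc2*, *gngt1*, *pde6g*, *rho* and *si:dkey-204f11.59*, and among those lower *si:dkey-27i16.2*, *apoc1l*, *cd74a*, *ptprc* and *lgals3bpb*.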

The top 50 upregulated and top 50 downregulated transcripts within the GFP+ vs. GFP- populations, based upon FDR, are provided as Tables 3 and 4, respectively. 

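Rhodopsin, *rho* (ENSDARG00000002193, Zv9 chromosome 8 from 55706882 to 55708436), was at 15550 ± 4047 CPM (SD, n = 4) in GFP+ libraries and at 2025 ± 1389 CPM (SD, n = 4) in GFP- libraries. Its log2 fold change was 3.21 (standard error 0.35, edgeR quasi-likelihood FDR = 1.45e-06), and it stayed between 2.95 and 3.54 when each fish was left out in turn. The rod transducin subunit *gnat1* (ENSDARG00000044199, chromosome 6 from 42850343 to 42861712) had nearly the same levels, 15610 ± 4443 CPM (SD, n = 4) against 2305 ± 1421 CPM (SD, n = 4), and a log2 fold change of 2.96 (standard error 0.35). For the phosphodiesterase subunit *pde6g* (ENSDARG00000022820) the log2 fold change was 3.04 (standard error 0.31, edgeR quasi-likelihood FDR = 1.06e-06). The log2 fold change of the outer segment transcript *rom1b* (ENSDARG00000026926) was 2.85 (standard error 0.31). Reads that match both *rom1b* and its paralog *rom1a* could have been left uncounted or counted for the wrong gene.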

Numerous transcripts known to be expressed exclusively by rods were significantly upregulated (enriched) in the GFP+ cell population, including *rho*, *pde6g*, *rom1b*, and *gnat1* (Table 3). 

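The cone opsin transcript *opn1lw2* (ENSDARG00000044861, Zv9 chromosome 11 from 26414605 to 26416765) was at 172 ± 77.7 CPM (SD, n = 4) in GFP+ libraries and at 1199 ± 598 CPM (SD, n = 4) in GFP- libraries, a log2 fold change of -2.77 (standard error 0.29, edgeR quasi-likelihood FDR = 1.07e-06). Since cone opsin genes are close copies of one another, reads of *opn1lw2* and *opn1mw3* could have been left uncounted or counted for a paralog. The log2 fold change of *opn1mw3* (ENSDARG00000044279) was -2.57 (standard error 0.29) and that of the cone channel subunit *cnga3a* (ENSDARG00000070726) was -2.25 (standard error 0.27). None of these 3 transcripts was at 0 in a GFP+ library. The microglial transcript *mpeg1* (ENSDARG00000055290, chromosome 8 from 30558152 to 30561663) had 0 counts in all 4 GFP+ libraries and 114, 139, 48 and 27 counts in the GFP- libraries of fish 1 to 4. It was at least 27.1-fold lower in GFP+ libraries, computed against the 3 counts that a count of 0 allows.

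**Figure D2:**
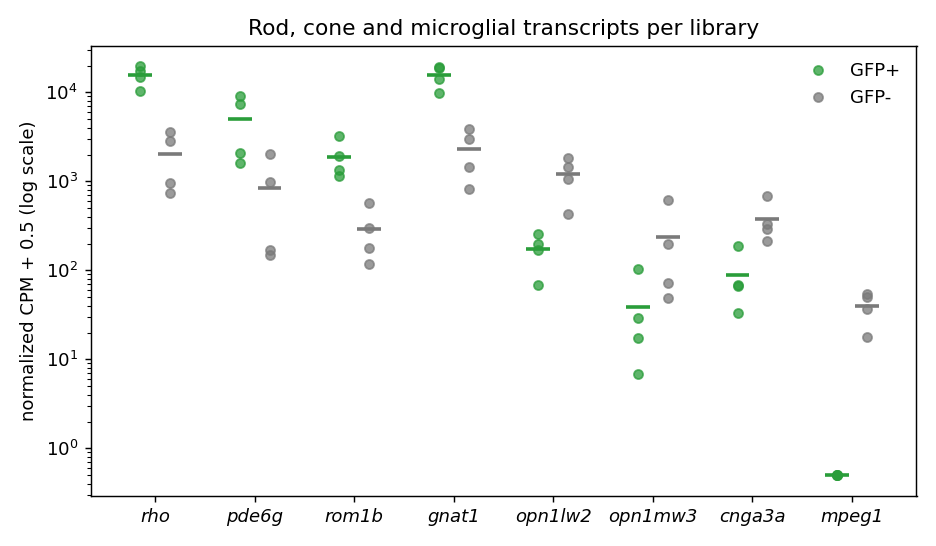
Normalized CPM, with 0.5 added, on a log scale for *rho*, *pde6g*, *rom1b*, *gnat1*, *opn1lw2*, *opn1mw3*, *cnga3a* and *mpeg1*. Points are the 4 GFP+ (green) and 4 GFP- (grey) libraries and bars are their means; GFP+ points lie above GFP- points for *rho* and below them for *mpeg1*, which sits at 0 CPM in every GFP+ library.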

Numerous transcripts known to be primarily expressed by other retinal cell types were significantly downregulated (depleted) in the GFP+ cell population, including cone transcripts *opn1lw2* (long wavelength-sensitive cone opsin 2), *opn1mw3* (cone opsin *rh2–3*), and *cnga3a*, and the macrophage/microglial marker *mpeg1* [42] (Table 4). These outcomes further corroborated the rod (GFP+) vs. non-rod (GFP-) identities of our sample cell populations.

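Lists of transcripts typical of retinal cell types, written before the data were examined, were compared in the same libraries. The median log2 fold change was 2.87 over 27 rod transcripts and -2.51 over 28 cone transcripts. It was -4.59 over 21 transcripts of microglia and macrophages, or -4.46 when the 5 of them at or under 3 counts in every GFP+ library were set to the bound this limit gives. Over 9 erythrocyte transcripts it was -6.03, or -3.25 with 6 such transcripts set to their bound. The medians for transcripts of bipolar cells, ganglion cells, amacrine and horizontal cells, and Müller glia were -1.50, -1.41, -1.19 and -0.75. Each of these 8 lists shifted at an FDR under 0.05 in limma's camera test with a preset correlation of 0.01, and all but the Müller glia list (FDR = 0.0689) did so in limma's fry test. The fry FDR rose above 0.05 for ganglion cells without fish 1, 2 or 4 (0.0926, 0.0825 and 0.136) and without scaling factors (0.113), and for amacrine and horizontal cells without fish 1 or 2 (0.0520 and 0.0589). With the correlation estimated within each list, the microglia and macrophage list alone stayed under 0.05 (FDR = 0.00556). The 6 transcripts of pigment epithelium had a median of -0.97 and did not shift (camera FDR = 0.359). These lists drew in part on the paper's own tables from these libraries: the paper names 23 of the 27 rod, 10 of the 28 cone, 13 of the 21 microglia and macrophage and 3 of the 9 erythrocyte transcripts, so that their shifts are not independent evidence. Over the members it does not name, the medians were 2.12 (4 rod transcripts), -2.42 (18 cone), -4.38 (8 microglia and macrophage) and -5.25 (6 erythrocyte). The erythrocyte value is not a measured fold, because most of these 6 transcripts were near 0 CPM in GFP+ libraries. Their median log2 ratio within a fish lay between -3.12 and -2.21. From the enrichment of rod transcripts and the depletion of transcripts of other cells, the paper takes further evidence for the rod and non-rod identities of the sorted populations.

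**Figure D3:**
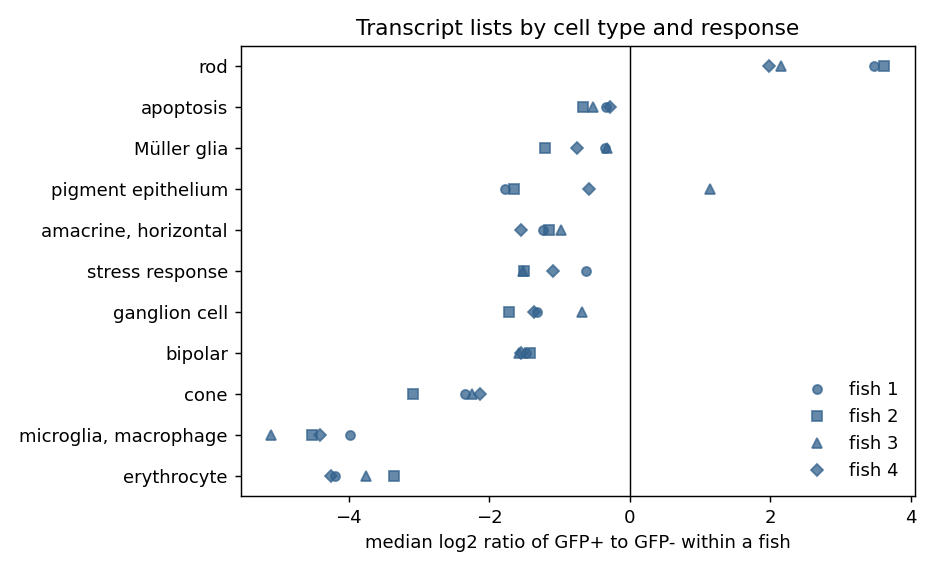
Median log2 ratio of GFP+ to GFP- CPM within a fish (horizontal axis) for each transcript list, with 1 symbol per fish. The rod list lies between 1.97 and 3.62 in the 4 fish and the cone list between -3.09 and -2.14; the pigment epithelium list lies on both sides of 0.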

**Table 3:** Top 50 transcripts significantly upregulated (enriched) in GFP+ (rods) vs GFP- retinal cell populations

Name	Description	logFC	FDR
gc2	guanylyl cyclase 2 [Source:ZFIN;Acc:ZDB-GENE-011128-8]	3.032892	5.22E-22
esrrd	estrogen-related receptor delta [Source:ZFIN;Acc:ZDB-GENE-040616-3]	3.642435	8.52E-17
zgc:112,334	zgc:112,334 [Source:ZFIN;Acc:ZDB-GENE-050809-120]	3.829432	3.64E-16
gngt1	guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 1 [Source:ZFIN;Acc:ZDB-GENE-030131-7596]	2.959265	4.60E-16
arhgap29a	Rho GTPase activating protein 29a [Source:ZFIN;Acc:ZDB-GENE-030131-9510]	2.653423	8.20E-16
kitb	kit receptor b [Source:ZFIN;Acc:ZDB-GENE-050916-2]	2.782837	1.06E-15
si:dkey-204f11.59	si:dkey-204f11.59 [Source:ZFIN;Acc:ZDB-GENE-040724-220]	3.212857	2.27E-15
ajap1	adherens junctions associated protein 1 [Source:ZFIN;Acc:ZDB-GENE-041210-353]	2.499397	7.05E-15
OSBPL1A (2 of 2)	oxysterol binding protein-like 1A [Source:HGNC Symbol;Acc:16,398]	2.427894	7.09E-15
pde6g	phosphodiesterase 6G, cGMP-specific, rod, gamma [Source:ZFIN;Acc:ZDB-GENE-030904-1]	3.045885	9.01E-15
UBAP1L (1 of 2)	ubiquitin associated protein 1-like [Source:HGNC Symbol;Acc:40,028]	2.868683	9.01E-15
rcvrna	recoverin a [Source:ZFIN;Acc:ZDB-GENE-050913-106]	2.719941	5.43E-14
rom1b	retinal outer segment membrane protein 1b [Source:ZFIN;Acc:ZDB-GENE-040426-1073]	2.85896	5.78E-14
rorb	RAR-related orphan receptor B [Source:ZFIN;Acc:ZDB-GENE-061204-2]	2.48207	6.19E-14
tmtops2a	teleost multiple tissue opsin 2a [Source:ZFIN;Acc:ZDB-GENE-130129-3]	2.265541	1.05E-13
cerkl	ceramide kinase-like [Source:ZFIN;Acc:ZDB-GENE-070410-38]	2.181324	1.11E-13
cobl	cordon-bleu homolog (mouse) [Source:ZFIN;Acc:ZDB-GENE-091020-11]	2.417617	1.19E-13
hcn3	hyperpolarization activated cyclic nucleotide-gated potassium channel 3 [Source:ZFIN;Acc:ZDB-GENE-060503-193]	3.197947	1.51E-13
zgc:162,144	zgc:162,144 [Source:ZFIN;Acc:ZDB-GENE-030131-7630]	2.775518	1.70E-13
gnb1b	guanine nucleotide binding protein (G protein), beta polypeptide 1b [Source:ZFIN;Acc:ZDB-GENE-040426-2855]	2.767042	1.70E-13
unc119.2	unc-119 homolog 2 [Source:ZFIN;Acc:ZDB-GENE-030131-7635]	2.116224	1.79E-13
PTPDC1 (1 of 3)	protein tyrosine phosphatase domain containing 1 [Source:HGNC Symbol;Acc:30,184]	3.253732	2.91E-13
pdca	phosducin a [Source:ZFIN;Acc:ZDB-GENE-031023-1]	2.797727	3.06E-13
rom1a	retinal outer segment membrane protein 1a [Source:ZFIN;Acc:ZDB-GENE-040426-1765]	3.176656	3.68E-13
kcnv2a	potassium channel, subfamily V, member 2a [Source:ZFIN;Acc:ZDB-GENE-091117-27]	2.625431	4.38E-13
rho	rhodopsin [Source:ZFIN;Acc:ZDB-GENE-990415-271]	3.214731	4.63E-13
cplx4c	complexin 4c [Source:ZFIN;Acc:ZDB-GENE-101018-1]	2.863052	7.98E-13
samd11	sterile alpha motif domain containing 11 [Source:ZFIN;Acc:ZDB-GENE-060428-2]	2.708617	9.40E-13
BX248120.1	Uncharacterized protein [Source:UniProtKB/TrEMBL;Acc:E7F7S5]	2.586515	1.34E-12
saga	S-antigen; retina and pineal gland (arrestin) a [Source:ZFIN;Acc:ZDB-GENE-040426-1538]	3.089512	1.44E-12
arhgef10lb	Rho guanine nucleotide exchange factor (GEF) 10-like b [Source:ZFIN;Acc:ZDB-GENE-090313-222]	2.476543	1.60E-12
guca1a	guanylate cyclase activator 1A [Source:ZFIN;Acc:ZDB-GENE-011128-5]	2.765826	1.68E-12
si:dkeyp-41f9.3	si:dkeyp-41f9.3 [Source:ZFIN;Acc:ZDB-GENE-091118-56]	2.849587	1.72E-12
TDRD7B	Tudor domain-containing protein 7B [Source:UniProtKB/Swiss-Prot;Acc:E7FDW8]	2.840789	2.06E-12
PLCH2 (1 of 2)	phospholipase C, eta 2 [Source:HGNC Symbol;Acc:29,037]	2.020111	2.30E-12
cabp4	calcium binding protein 4 [Source:ZFIN;Acc:ZDB-GENE-081104-291]	2.513244	2.77E-12
guca1b	guanylate cyclase activator 1B [Source:ZFIN;Acc:ZDB-GENE-011128-6]	2.703103	2.78E-12
grk1a	G protein-coupled receptor kinase 1 a [Source:ZFIN;Acc:ZDB-GENE-050823-1]	2.930581	1.10E-11
gnb1a	guanine nucleotide binding protein (G protein), beta polypeptide 1a [Source:ZFIN;Acc:ZDB-GENE-030131-823]	2.886447	1.19E-11
slc6a15	solute carrier family 6 (neutral amino acid transporter), member 15 [Source:ZFIN;Acc:ZDB-GENE-050420-93]	2.779643	1.45E-11
ppdpfa	pancreatic progenitor cell differentiation and proliferation factor a [Source:ZFIN;Acc:ZDB-GENE-030219-204]	2.669857	1.71E-11
pde6b	phosphodiesterase 6B, cGMP-specific, rod, beta [Source:ZFIN;Acc:ZDB-GENE-090421–2]	3.049742	2.01E-11
znf536	zinc finger protein 536 [Source:ZFIN;Acc:ZDB-GENE-030616-624]	2.683055	2.19E-11
SUSD3	sushi domain containing 3 [Source:HGNC Symbol;Acc:28,391]	2.124055	2.28E-11
gnat1	guanine nucleotide binding protein (G protein), alpha transducing activity polypeptide 1 Source:ZFIN;Acc:ZDB-GENE-011128-11]	2.967409	3.45E-11
sagb	S-antigen; retina and pineal gland (arrestin) b [Source:ZFIN;Acc:ZDB-GENE-050913-98]	3.155676	3.69E-11
asmt	acetylserotonin O-methyltransferase [Source:ZFIN;Acc:ZDB-GENE-080220-43]	1.844975	4.41E-11
pfkfb4l	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 4, like [Source:ZFIN;Acc:ZDB-GENE-031031-4]	1.93027	4.63E-11
alpl	alkaline phosphatase, liver/bone/kidney [Source:ZFIN;Acc:ZDB-GENE-040420-1]	2.701265	5.22E-11
slc24a1	solute carrier family 24 (sodium/potassium/calcium exchanger), member 1 [Source:ZFIN;Acc:ZDB-GENE-060503-191]	2.88482	7.45E-11

**Table 4:** Top 50 transcripts significantly downregulated (depleted) in GFP+ (rods) vs GFP- retinal cell populations

Name	Description	logFC	FDR
si:dkey-27i16.2	si:dkey-27i16.2 [Source:ZFIN;Acc:ZDB-GENE-030131-9667]	−6.03866537	1.88E-38
ptprc	protein tyrosine phosphatase, receptor type, C [Source:ZFIN;Acc:ZDB-GENE-050208-585]	−6.06476722	3.46E-31
apoc1l	apolipoprotein C-I like [Source:ZFIN;Acc:ZDB-GENE-030131-1074]	−4.46320866	2.75E-30
cd74a	CD74 molecule, major histocompatibility complex, class II invariant chain a [Source:ZFIN;Acc:ZDB-GENE-000901-1]	−4.67633439	1.65E-28
bzw1b	basic leucine zipper and W2 domains 1b [Source:ZFIN;Acc:ZDB-GENE-040426-2881]	−3.66358803	9.06E-28
si:dkey-25o1.6	si:dkey-25o1.6 [Source:ZFIN;Acc:ZDB-GENE-091204-276]	−5.26240739	3.27E-27
si:ch211–260d11.1	si:ch211–260d11.1 [Source:ZFIN;Acc:ZDB-GENE-091204-40]	−6.02459793	1.05E-26
lgals3bpb	lectin, galactoside-binding, soluble, 3 binding protein b [Source:ZFIN;Acc:ZDB-GENE-040426-2262]	−5.09075533	1.25E-26
coro1a	coronin, actin binding protein, 1A [Source:ZFIN;Acc:ZDB-GENE-030131-9512]	−7.62303025	1.06E-25
hbaa1	hemoglobin alpha adult-1 [Source:ZFIN;Acc:ZDB-GENE-980526-79]	−9.74873113	1.70E-25
si:dkey-25o1.5	si:dkey-25o1.5 [Source:ZFIN;Acc:ZDB-GENE-091204-344]	−9.53659867	7.14E-23
sla2	Src-like-adaptor 2 [Source:ZFIN;Acc:ZDB-GENE-080204-98]	−9.56172956	2.35E-22
inpp5d	inositol polyphosphate-5-phosphatase D [Source:ZFIN;Acc:ZDB-GENE-100922–30]	−4.44994274	1.17E-21
mpeg1	macrophage expressed 1 [Source:ZFIN;Acc:ZDB-GENE-030131-7347]	−9.35334321	2.15E-21
ZFP36	ZFP36 ring finger protein [Source:HGNC Symbol;Acc:12,862]	−5.4525006	1.53E-20
ankrd33ab	ankyrin repeat domain 33Ab [Source:ZFIN;Acc:ZDB-GENE-100729-1]	−3.13603996	1.97E-20
pfn1	profilin 1 [Source:ZFIN;Acc:ZDB-GENE-031002–33]	−4.86406116	2.72E-20
grk7a	G-protein-coupled receptor kinase 7a [Source:ZFIN;Acc:ZDB-GENE-050824-1]	−2.77617205	5.07E-20
rcv1	recoverin [Source:ZFIN;Acc:ZDB-GENE-030131-7590]	−2.80718642	2.57E-19
tagapa	T-cell activation RhoGTPase activating protein a [Source:ZFIN;Acc:ZDB-GENE-040426-1877]	−6.39333701	1.05E-18
si:dkey-126 g1.9	si:dkey-126 g1.9 [Source:ZFIN;Acc:ZDB-GENE-030131-9862]	−2.79689496	1.53E-18
havcr1	hepatitis A virus cellular receptor 1 [Source:ZFIN;Acc:ZDB-GENE-040718-131]	−7.67482315	1.91E-18
slc1a8b	solute carrier family 1 (glutamate transporter), member 8b [Source:ZFIN;Acc:ZDB-GENE-070912-552]	−2.5380374	3.55E-18
csf1ra	colony stimulating factor 1 receptor, a [Source:ZFIN;Acc:ZDB-GENE-001205-1]	−4.24059459	1.94E-17
si:ch211–250 g4.3	si:ch211–250 g4.3 [Source:ZFIN;Acc:ZDB-GENE-060503-506]	−7.55964405	3.53E-17
arpc1b	actin related protein 2/3 complex, subunit 1B [Source:ZFIN;Acc:ZDB-GENE-030131-7414]	−4.66326368	6.41E-17
CT826376.1	Uncharacterized protein [Source:UniProtKB/TrEMBL;Acc:E7F690]	−2.34407255	7.14E-17
pdcb	phosducin b [Source:ZFIN;Acc:ZDB-GENE-031023-2]	−2.4532108	9.01E-17
opn1lw2	opsin 1 (cone pigments), long-wave-sensitive, 2 [Source:ZFIN;Acc:ZDB-GENE-040718-141]	−2.76413479	5.15E-16
ba1	ba1 globin [Source:ZFIN;Acc:ZDB-GENE-990415-18]	−6.23069882	6.15E-16
opn1mw3	opsin 1 (cone pigments), medium-wave-sensitive, 3 [Source:ZFIN;Acc:ZDB-GENE-030728-6]	−2.56365947	9.40E-16
hbaa1	hemoglobin alpha adult-1 [Source:ZFIN;Acc:ZDB-GENE-980526-79]	−6.44638081	2.14E-15
zgc:195,245	zgc:195,245 [Source:ZFIN;Acc:ZDB-GENE-081022-200]	−2.62839443	2.47E-15
arr3a	arrestin 3a, retinal (X-arrestin) [Source:ZFIN;Acc:ZDB-GENE-040718-102]	−3.02133496	2.47E-15
zgc:100,919	zgc:100,919 [Source:ZFIN;Acc:ZDB-GENE-040718-248]	−4.70079878	3.07E-15
gc3	guanylyl cyclase 3 [Source:ZFIN;Acc:ZDB-GENE-011128-9]	−2.32749631	4.00E-15
ppp1r18	protein phosphatase 1, regulatory subunit 18 [Source:ZFIN;Acc:ZDB-GENE-060503-350]	−2.29809174	5.42E-15
CD68	CD68 molecule [Source:HGNC Symbol;Acc:1693]	−3.83135448	5.42E-15
il1b	interleukin 1, beta [Source:ZFIN;Acc:ZDB-GENE-040702-2]	−4.3585252	5.67E-15
cplx4a	complexin 4a [Source:ZFIN;Acc:ZDB-GENE-060526-116]	−2.12559816	7.51E-15
cnga3a	cyclic nucleotide gated channel alpha 3a [Source:ZFIN;Acc:ZDB-GENE-090611–2]	−2.2388126	1.69E-14
ccr9a	chemokine (C-C motif) receptor 9a [Source:ZFIN;Acc:ZDB-GENE-060130-125]	−4.13641441	1.75E-14
opn1lw1	opsin 1 (cone pigments), long-wave-sensitive, 1 [Source:ZFIN;Acc:ZDB-GENE-990604-41]	−2.8443546	1.89E-14
KEL	Kell blood group, metallo-endopeptidase [Source:HGNC Symbol;Acc:6308]	−8.54223593	2.27E-14
si:ch1073-403i13.1	si:ch1073-403i13.1 [Source:ZFIN;Acc:ZDB-GENE-100921–25]	−4.50874649	2.31E-14
wasb	Wiskott-Aldrich syndrome (eczema-thrombocytopenia) b [Source:ZFIN;Acc:ZDB-GENE-030131-7098]	−5.26157912	2.52E-14
SLC24A2 (1 of 2)	solute carrier family 24 (sodium/potassium/calcium exchanger), member 2 [Source:HGNC Symbol;Acc:10,976]	−2.22076034	2.67E-14
pbxip1b	pre-B-cell leukemia homeobox interacting protein 1b [Source:ZFIN;Acc:ZDB-GENE-070112-2032]	−2.27917445	3.27E-14
CD53	CD53 molecule [Source:HGNC Symbol;Acc:1686]	−5.72855472	3.28E-14
slc25a25a	solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 25a [Source:ZFIN;Acc:ZDB-GENE-040426-2396]	−2.50025348	3.72E-14

To provide broad classification of rod-enriched transcripts, we used gene ontology (GO) analysis. 

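The GO analysis was not repeated here, and families of transcripts were taken instead by their gene symbols, after the data had been examined. Of 48 tested genes of cyclic nucleotide enzymes, channels and their regulators, 10 were higher in GFP+ libraries at an FDR under 0.01, or 20.8%, compared with 3.13% of all tested genes (one-sided Fisher's exact test, p = 1.81e-06, adjusted over 7 families p = 1.26e-05). The family also held 11 genes that were lower, among them the cone transcripts *pde6c*, *cngb3* and *cnga3b*, and its median log2 fold change was -0.28. Without the fish as a block 4 of 44 were higher. In the kit family, the receptors *kita* (log2 fold change 2.57, standard error 0.37) and *kitb* (2.77, standard error 0.31) were higher and the ligand *kitlga* was lower (-2.55, standard error 0.51). Of 11 tested notch pathway genes, *dll4* was higher (log2 fold change 1.99) and *notch2* lower (-3.07), and the family did not differ from other genes in its share of higher calls (one-sided Fisher's exact test, p = 0.295).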

GO molecular function categories significantly overrepresented in GFP+ samples included those related to cyclic nucleotide metabolism, intermediary metabolism, and ion transport (Fig. 2a), and GO biological processes that were overrepresented included intracellular transport processes, photoreceptor cell development, and the kit and notch signaling pathways (Fig. 2b). 

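Stress response and apoptosis lists, fixed before the data were examined, were tested in the same fit. Of 41 tested stress response transcripts, 14 were lower and 0 were higher in GFP+ libraries at an FDR under 0.01, and the median log2 fold change was -1.30. This shift had an FDR of 3.26e-10 in camera and of 0.0109 in fry, but of 0.0898 in camera with the correlation estimated within the list. The fry FDR was above 0.05 when fish 2, 3 or 4 was left out (0.0617, 0.0575 and 0.0610) and without scaling factors (0.0597). The 14 lower calls fell to 8 without fish 2, to 7 without fish 4 and to 3 of 37 tested without the fish as a block. Without scaling factors 9 were lower and 1 was higher. Of the 3 most abundant members of the stress list, *hsp90ab1*, *hspa8* and *hsp90aa1.2*, the last went the other way, with a log2 fold change of 0.87 (standard error 0.31, edgeR quasi-likelihood FDR = 0.0591). Of 20 tested apoptosis transcripts, 1 was lower and 0 were higher, with a median log2 fold change of -0.52 (camera FDR = 0.359).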

GO biological process categories related to cell stress or apoptosis were not overrepresented, suggesting that, although the GFP+ rods did not maintain their morphologies during the dissociation and sorting procedures (insets in Fig. 1a, b), these procedures likely did not cause differential upregulation of genes related to stress and cell death in the rods. These findings are consistent with the recent report by Richardson et al. [43] showing that FACS does not perturb gene expression. 

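Transcripts of cilia were compared by family, again chosen by gene symbol after the data had been examined. All 8 Bardet-Biedl transcripts had positive log2 fold changes, with a median of 1.07, and *bbs9*, *bbs4* and *bbs1* were higher at an FDR under 0.01 (1.66, 2.00 and 1.37). All 13 tested transition zone transcripts were positive as well, with a median of 1.12, with *tmem67* and *RPGRIP1* among those higher at that FDR. Of 11 intraflagellar transport transcripts, 10 were positive with a median of 0.81, and 0 had an FDR under 0.01. The share of higher calls exceeded that of all tested genes for the Bardet-Biedl family (one-sided Fisher's exact test, adjusted over 7 families p = 0.00529) and the transition zone family (adjusted p = 0.012). Both rest on 3 calls, which left 2, 2 and 1 in the first and 0, 1 and 0 in the second without fish 1, 2 and 4, and 0 in each without the fish as a block. The medians stayed positive in these fits, from 0.90 to 1.42. Of 40 tubulin and kinesin transcripts, 0 were higher and 4 were lower, and their median was -0.46.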

GO cellular component categories significantly overrepresented in the GFP+ samples included those related to cytoskeletal components and those related to cilia (Fig. 2c). These categories reflect the underlying structure, function, and very likely the ongoing developmental programs engaged for maintaining rod structure and function. It was surprising, however, that some of these categories were overrepresented considering the large number of cones likely to be present in the GFP- retinal cell population that were also expected to demonstrate similar molecular functions, biological processes, and cellular components. Hierarchical clustering of the rod-enriched transcripts returned only three, highly similar clusters (Fig. 2d), suggesting very little sample heterogeneity within the GFP+ samples and within the GFP- samples. 

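The 393 genes that were higher in GFP+ libraries at an FDR under 0.01 were clustered on log2 CPM, scaled per gene, with 1 minus Pearson's correlation and complete linkage. Divided into 3, they gave a largest cluster of 222 genes and a smallest of 27. The correlation between the mean profiles of 2 clusters over the 8 libraries ranged from 0.252 to 0.861. In the largest cluster the mean scaled value lay between 0.69 and 0.99 in GFP+ libraries and between -1.17 and -0.37 in GFP- libraries. In the second cluster the values were higher in fish 3 and 4 than in fish 1 and 2 within both populations, and in the cluster of 27 genes they were lower. With average linkage the correlations between profiles ranged from 0.730 to 0.782. The paper proposes from its clusters that there was very little heterogeneity within each population.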

Our experimental design included sex as a potential biological variable, such that we could analyze a sex X rod interaction. This analysis returned only five entries with an FDR < 0.05 (Table 5).

**Fig. 2:**
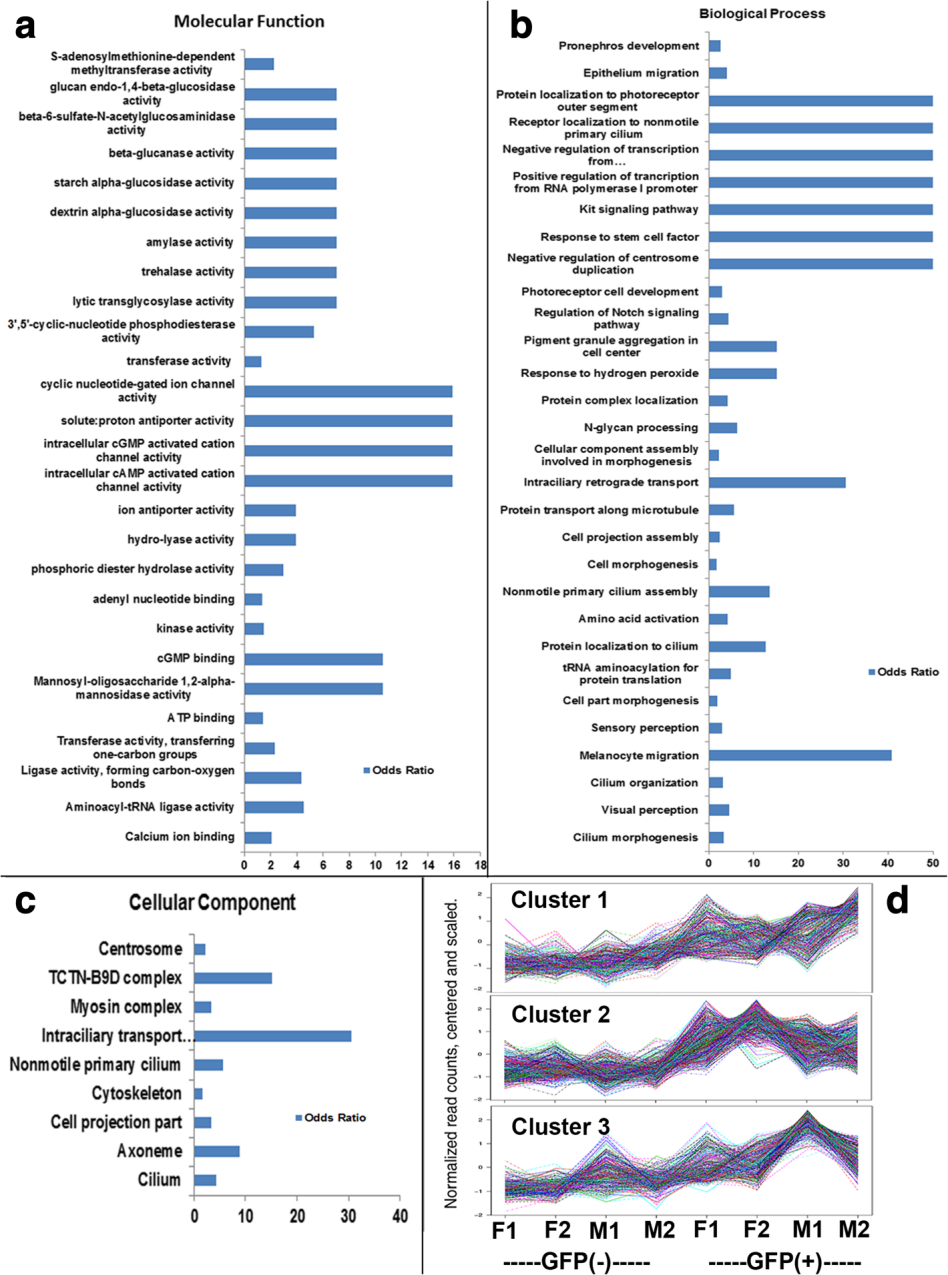
Gene ontology (GO) and hierarchical cluster analysis. **a-c** Molecular functions (**a**), biological processes (**b**), and cellular components (**c**) overrepresented in the GFP+ (rod photoreceptor) cell population (*p* < 0.01). **d** Hierarchical clustering of rod-enriched transcripts reveals only three, highly similar clusters. F, female; M, male

**Table 5:** Sex X rod interaction

Name	Description	logFC	FDR	Comment
pmela	premelanosome protein a [Source:ZFIN;Acc:ZDB-GENE-030131-9818]	15.0198	6.05E-06	Absent in female rods; Present in male rods
slc6a6b	solute carrier family 6 (neurotransmitter transporter, taurine), member 6b [Source:ZFIN;Acc:ZDB-GENE-030131-3077]	−4.06708	3.31E-05	Enriched in female rods; depleted in male rods
naa35	N(alpha)-acetyltransferase 35, NatC auxiliary subunit [Source:ZFIN;Acc:ZDB-GENE-030131-306]	−5.25565	0.025774	Enriched in female rods; depleted in male rods
si:ch211-89f7.1	si:ch211-89f7.1 [Source:ZFIN;Acc:ZDB-GENE-060526-180]	−2.75147	0.025774	Enriched in female rods; less enriched in male rods
ush2a	Usher syndrome 2A (autosomal recessive, mild) [Source:ZFIN;Acc:ZDB-GENE-060503-794]	−2.65862	0.025941	Enriched in female rods; not enriched in male rods

The analyses described above focused upon transcripts that were differentially expressed in GFP+ vs. GFP- cells, therefore identifying enriched transcripts in either population. To identify additional transcripts present in rods, but not necessarily enriched in comparison with other retinal cells, we generated a list of transcripts for which all GFP+ samples returned a non-zero value. This list of transcripts present in rods amounted to 13,324 distinct entries (not shown), approximately 23% of the total number of predicted transcripts (58,549; Ensembl GRCz10) encoded by the zebrafish genome. This list included numerous photoreceptor (but not rod-specific) genes such as *irbp*, *neurod*, *crx*, and *rx1*, and some genes not previously known to be expressed in rod photoreceptors, such as *opsin 4.1*, a zebrafish *melanopsin* [44], and several nuclear hormone receptor genes including *rxrga*. 

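By the same rule, a count above 0 in all 4 GFP+ libraries, 11677 of the 33737 gene IDs were present, or 34.6%. Of these, 10291 also had a count above 0 in all 4 GFP- libraries and 14 had 0 counts in every GFP- library. The number depended on the minimum, with 9717 genes at 3 or more counts in each GFP+ library and 6855 at 10 or more, and 20643 genes had a count in any GFP+ library. The rule also retained 25 of the 29 listed cone transcripts, 7 of the 26 microglia and macrophage transcripts and 2 of the 13 erythrocyte transcripts. Of the 714 genes that were lower in GFP+ libraries, 502 were present by this rule.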

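The transcripts *irbp*, *neurod*, *crx*, *rx1*, *opn4.1* and *rxrga* each had counts above 0 in all 4 GFP+ libraries. At 696.5 ± 384 CPM (SD, n = 4) in GFP+ and 732 ± 275 CPM (SD, n = 4) in GFP- libraries, *irbp* (ENSDARG00000059163) did not differ (log2 fold change -0.16, standard error 0.27). The log2 fold change of *neurod* (ENSDARG00000019566) was 1.14 (standard error 0.30, edgeR quasi-likelihood FDR = 0.0117). Its FDR fell under 0.01 with the likelihood ratio tests and DESeq2, among other alternatives. The edgeR quasi-likelihood FDR ranged from 0.0016 to 0.12 when each fish was left out in turn, and reached 0.241 among the other alternatives. The log2 ratio of *neurod* was positive in fish 1, 3 and 4 but -0.017 in fish 2. For *crx* (ENSDARG00000011989) the log2 fold change was 0.72 (standard error 0.28, edgeR quasi-likelihood FDR = 0.0884). A second gene ID with this symbol overlaps it on chromosome 5, so that reads could have been set aside as ambiguous. The level of *rx1* (ENSDARG00000071684) was lower in GFP+ libraries, at 51.7 ± 52.1 CPM (SD, n = 4) against 208 ± 207 CPM (SD, n = 4), with a log2 fold change of -1.81 (standard error 0.35, edgeR quasi-likelihood FDR = 8.69e-04), and was lower in each of the 4 fish. Its FDR rose above 0.01 without fish 1 (0.0247), without fish 2 (0.0180), without scaling factors (0.0139) and without the block (0.165). The melanopsin transcript *opn4.1* (ENSDARG00000007553) was at 99.7 ± 24.0 CPM (SD, n = 4) against 147 ± 97.6 CPM (SD, n = 4) and did not differ (log2 fold change -0.39, standard error 0.28). For *rxrga* (ENSDARG00000005593) the GFP+ libraries of fish 1 to 4 held 17, 4, 16 and 6 counts.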

The latter is noteworthy because the mouse orthologue (*RXRγ*) was reported to be cone-specific [45].

Forty-five transcripts were selected for validation analysis by qPCR in independently sorted GFP+ vs. GFP- cells from adult *xops:eGFP* zebrafish. Transcripts were prioritized for validation based upon predicted or know functions as transcription factors (e.g. *esrrb, nrl*, *nr2f1b*, *rxrga*), as components of cell signaling pathways (e.g. *ngf*, *kita*), or as cell adhesion molecules (e.g. *dscamb*, *ncam1b*), because future analysis of such components stands to reveal new insights into regulation of rod development, maturation, and/or maintainance. We also selected some transcripts known to have structural (e.g. *prom1b*, *bbs4*) or functional requirements in photoreceptors (e.g. *rhol*, *gngt1*, *pdca*). Finally, we selected transcripts that were detected as enriched in rods, as well as some that were detected as present in rods, but not enriched, to more thoroughly validate the RNA-seq dataset.

Selected transcripts that were detected by RNA-seq as significantly enriched in rods, were all determined to be significantly enriched in rods by qPCR, at similar relative magnitudes (Fig. 3a). 

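The 34 transcripts of Fig. 3a match 36 gene IDs in the deposited counts, since *cobl* and *cry3* each name 2. All 36 had a positive log2 ratio of GFP+ to GFP- in each of the 4 fish, although that of *esrrd* in fish 3 rests on 2 and 0 counts and measures no difference. At an FDR under 0.01, 35 were higher, over all genes tested and likewise when adjusted over the list alone, although the list was chosen on these libraries and the second count is not independent evidence. The median log2 fold change was 2.50 and the range was 0.45 to 3.63. The exception was 1 of the 2 *cry3* IDs (ENSDARG00000024049), with a log2 fold change of 0.45 (standard error 0.28, edgeR quasi-likelihood FDR = 0.319), whereas the other (ENSDARG00000079444) had 2.32 (standard error 0.40, edgeR quasi-likelihood FDR = 2.50e-04). Among the smallest changes were those of *tulp1b*, *sept8b* and *msi1*, at 1.82, 1.86 and 1.87. Without the fish as a block, 7 of the 36 were called, and with each fish left out in turn 26 to 34.

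**Figure D4:**
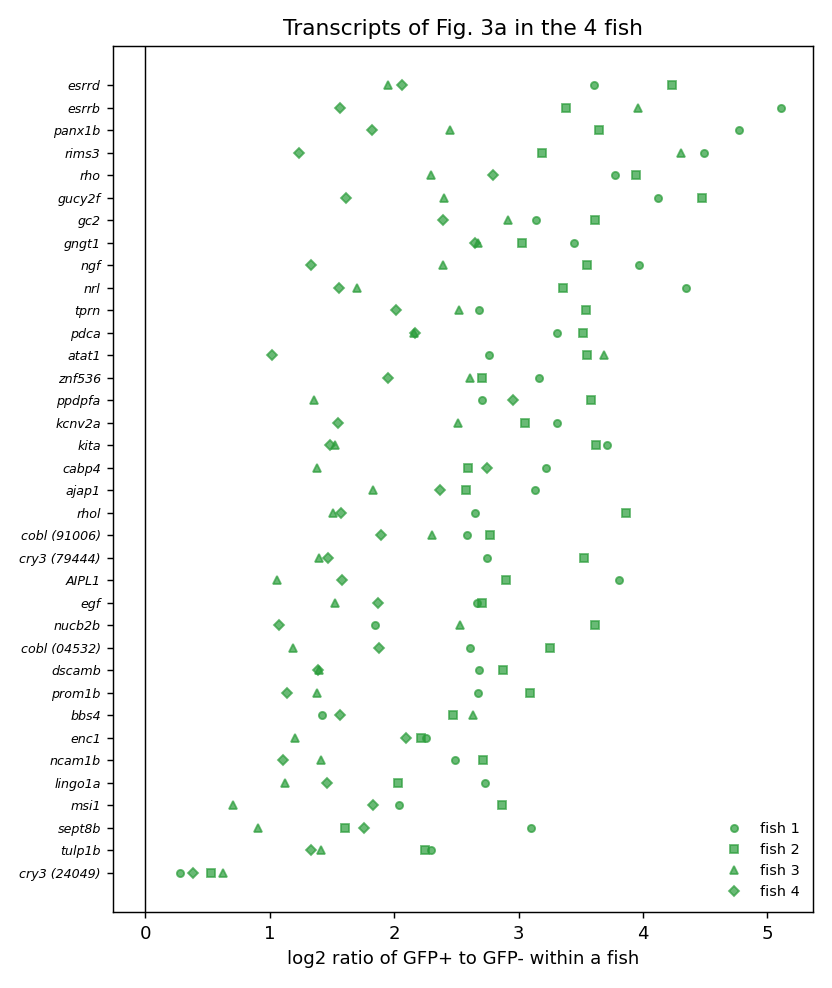
Log2 ratio of GFP+ to GFP- CPM within each fish (horizontal axis) for the 36 gene IDs of the transcripts in Fig. 3a, sorted by fitted log2 fold change, with 1 symbol per fish. All points lie above 0, from 0.28 to 5.11; where 2 gene IDs share a symbol the last digits of the ID are given in brackets.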

Selected transcripts that were detected by RNA-seq as present, though not enriched in rods, were all detectable by qPCR (see first five genes in Fig. 3b). Some of these were detected by qPCR to be significantly enriched (the first three genes in Fig. 3b), a minor discrepancy perhaps related to the larger number of biological replicates used for qPCR. 

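The first 5 transcripts of Fig. 3b, *nr2f1b*, *rtn2a*, *nr1d4b*, *nr1d4a* and *rxrgb*, had few counts in most libraries. At an FDR under 0.01, 0 of the 5 differed, whether adjusted over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. This was *nr2f1b* (ENSDARG00000017168), with 5, 19, 6 and 19 counts in the GFP+ libraries of fish 1 to 4 and 5, 1, 0 and 1 in their GFP- libraries, a log2 fold change of 2.81 (standard error 1.24, edgeR quasi-likelihood FDR = 0.144). The log2 fold changes of *rtn2a*, *nr1d4b* and *nr1d4a* were 1.93, 0.10 and -0.33, with standard errors of 1.14, 0.58 and 0.76. Counts above 0 in all 4 GFP+ libraries were found for *nr2f1b* and *nr1d4b*. The other 3 had 0 counts in 1 GFP+ library each, that of fish 2 for *rtn2a* and *rxrgb* and that of fish 1 for *nr1d4a*. Most counts of *nr1d4b* came from fish 3 and 4, with 267 and 63 in their GFP+ libraries against 2 and 2 in those of fish 1 and 2.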

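Of the 6 depleted transcripts of Fig. 3b, *mef2cb*, *rxrga*, *thrb*, *gc3*, *mef2ca* and *apoc1l*, 5 were lower in GFP+ libraries at an FDR under 0.01 over all genes tested, and all 6 were when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. All 6 had a count above 0 in every GFP+ library. The 6th transcript, *rxrga*, was at 5.38 ± 4.36 CPM (SD, n = 4) in GFP+ and 21.9 ± 12.8 CPM (SD, n = 4) in GFP- libraries, a log2 fold change of -2.09 (standard error 0.61, edgeR quasi-likelihood FDR = 0.0205). Its FDR was 0.0038 with the likelihood ratio test and a trended dispersion. The log2 fold change of *mef2cb* (ENSDARG00000009418) was -1.63 (standard error 0.34, edgeR quasi-likelihood FDR = 0.0017), and its FDR rose above 0.01 without fish 1 (0.0240), without fish 2 (0.0180), without scaling factors (0.0386) and without the fish as a block (0.287). The thyroid hormone receptor *thrb* (ENSDARG00000021163) fell to 37.9 ± 21.8 CPM (SD, n = 4) from 170.1 ± 29.9 CPM (SD, n = 4), a log2 fold change of -2.32 (standard error 0.31).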

Transcripts detected by RNA-seq as significantly depleted but still present in rods, were nearly all determined to be significantly depleted in rods by qPCR, with the exception of *mef2cb*, where qPCR did not detect a significant difference (see last six genes in Fig. 3b), but nevertheless detected the presence of this transcript in rods. These qPCR results provide strong validation that the RNA-seq dataset generated in this study will serve as a reliable resource for many future applications.

**Fig. 3:**
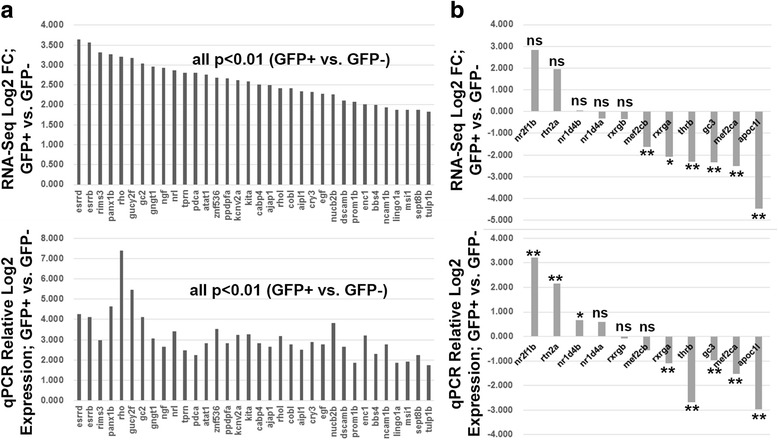
Quantitative PCR (qPCR) validation of transcripts enriched in GFP+ (rod photoreceptor) cells (**a**), and present or depleted in GFP+ cells (**b**). Top panel in each shows RNA-Seq results; bottom panel shows qPCR. **, p < 0.01; *, *p* < 0.05; ns, not significantly differentially expressed, for GFP+ vs. GFP- (three biological replicates)

### Rod photoreceptor transcripts over the lifespan and in a genetic model for rod degeneration

As zebrafish grow, they continue to generate new rods throughout the retina from a dedicated rod lineage [4, 16], the apex of which (stem cell for rod lineage) has been identified as the Müller glial cell [8]. Therefore we wished to determine whether the rod transcriptome remained consistent over the zebrafish lifespan, or if the rod population of larval zebrafish would be distinct from the accumulated (and generally older) rod population of adult zebrafish. A subset of the selected transcripts that were qPCR validated in adult zebrafish, were therefore evaluated further by qPCR in GFP+ vs. GFP- retinal cell populations obtained from larval zebrafish sacrificed at 14 dpf (days post-fertilization), and juvenile zebrafish sacrificed at 30 dpf. Rod photoreceptors are considered morphologically mature at 15 dpf [46], but do not contribute to adult-like scotopic (rod-driven) electroretinogram responses until 29 dpf [47], and so these sampling times were also selected to represent stages in the functional maturation of rods. The *xops:eGFP* transgenic line is known to show rod-specific transgene expression throughout the zebrafish lifespan [26], and so was considered appropriate as source material for these analyses.

In general, the relative expression levels of selected rod-enriched transcripts within the GFP+ vs. GFP- cell populations were remarkably stable from larval through adult stages (Fig. 4a). However, *rho* transcripts appeared more highly enriched in rods of adult zebrafish than in rods of larval or juvenile zebrafish, suggesting that rods of adults may accumulate transcript at higher levels than rods of younger fish. *Rhol* (rhodopsin-like) transcripts showed the opposite trend (Fig. 4a), consistent with the recent findings of Morrow et al. [48], who detected limited expression of *rhol* in adult retina. Other transcripts more highly enriched in the rods of younger fish were *gngt1*, *ngf*, and *aipl1*. Transcripts present, or present but significantly depleted in adult rods, were less consistent over the lifespan; notable were *rxrga* and *mef2ca*, which were not differentially expressed in GFP+ vs. GFP- cells of larvae or juveniles, but were significantly downregulated (depleted) in rods of older zebrafish (Fig. 4b). Rod-specific functions for the encoded nuclear hormone receptor may be distinctive for rods of younger vs. older zebrafish.

**Fig. 4:**
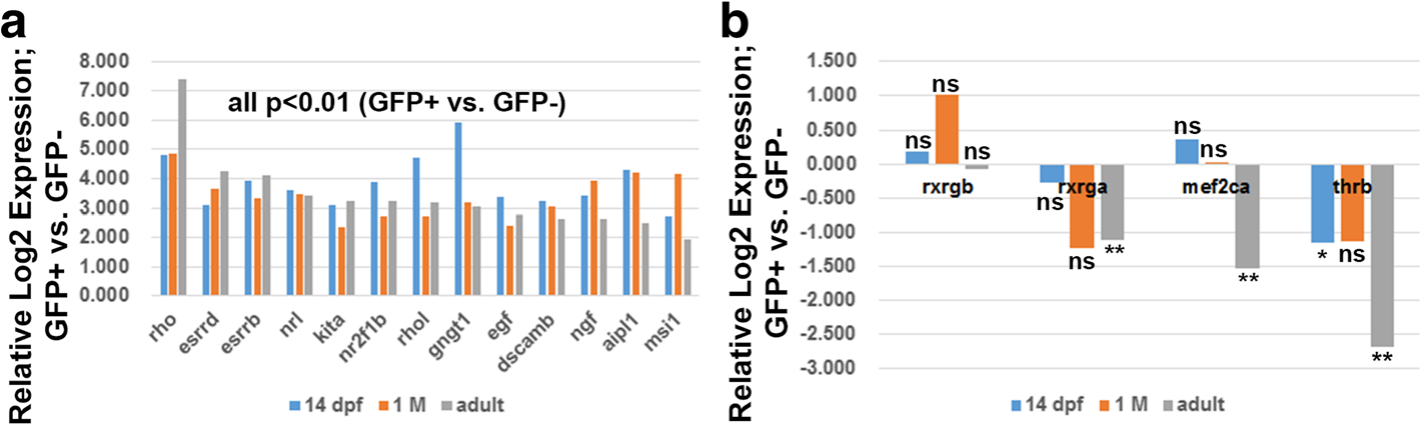
A. qPCR of selected transcripts enriched (**a**), or present (and not differentially expressed) or present (and depleted) in GFP+ (rod photoreceptor) cells (**b**), in larval retinas (14 dpf), juvenile retinas (1 M), and adult retinas. **, p < 0.01; *, p < 0.05; ns, not significantly differentially expressed, for GFP+ vs. GFP- (three biological replicates)

We next measured expression (by qPCR) of selected transcripts in whole retinas obtained from WT zebrafish and from *xops:mCFP* zebrafish, which show a chronic rod degeneration that stimulates proliferation of a rod precursor population [37]. We anticipated that transcripts identified in the present study as rod-enriched, would be upregulated in WT retinas (containing mature rods) vs. *xops:mCFP* retinas (not containing mature rods). This was true for *rho*, *rhol*, *dscamb*, and *ngf*, but not true for *esrrd*, *nrl*, and *nr2f1b*, which were not differentially expressed in WT vs. *xops:mCFP* retinas (Fig. 5a). It is possible that the latter genes may have other retinal functions in the response to the chronic loss of rods. We also tested two transcripts present (but not enriched) in rods, *rxrgb* and *Lplastin*, and these were both significantly differentially downregulated in WT vs. *xops:mCFP* retinas (Fig. 5b), again suggestive of roles in response to chronic loss of rods. Two transcripts depleted in rods, and known to be expressed in cones in zebrafish or other model organisms, *rxrga* and *thrb* [45, 49–51], were not differentially expressed in WT vs. *xops:mCFP* retinas, consistent with their likely predominant localization to cones, which are unaffected in the *xops:mCFP* zebrafish [9]. Differentially expressed genes in WT vs. *xops:mCFP* retinas have previously been identified using microarray (GEO Acc # GSE22221) [37], allowing a deeper comparison of the two datasets. Using a cutoff of *p* < 0.01 for both datasets returned 94 shared entries (Fig. 5c; Additional file 1: Table S1), including known photoreceptor genes *aanat1*, *pde6a*, *rom1a*, and *rom1b*. 

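All 94 entries of Table S1 were found among the tested genes, and all 94 had positive log2 fold changes, from 0.80 to 3.24 with a median of 1.62. At an unadjusted p under 0.01, 86 were higher in GFP+ libraries, and all 94 had an unadjusted p under 0.05. At an FDR under 0.01 over all genes tested, 57 were higher, compared with 85 adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The 8 entries above an unadjusted p of 0.01 were *nr2f1b*, *mbip*, *plcd1b*, *sebox*, *lrrc57*, *pelo*, *ldb3a* and *trim71*. Among the named photoreceptor genes, *aanat1* (ENSDARG00000036567) had a log2 fold change of 2.64 (standard error 0.38), *pde6a* (ENSDARG00000000380) of 2.55 (standard error 0.32) and *rom1a* (ENSDARG00000019752) of 3.16 (standard error 0.35). The microarray of whole WT and *xops:mCFP* retinas was not analysed here.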

We believe the number shared by the datasets is limited to 94 transcripts is in part due to the incomplete representation of zebrafish transcripts on the Agilent chip used for the microarray study.

**Fig. 5:**
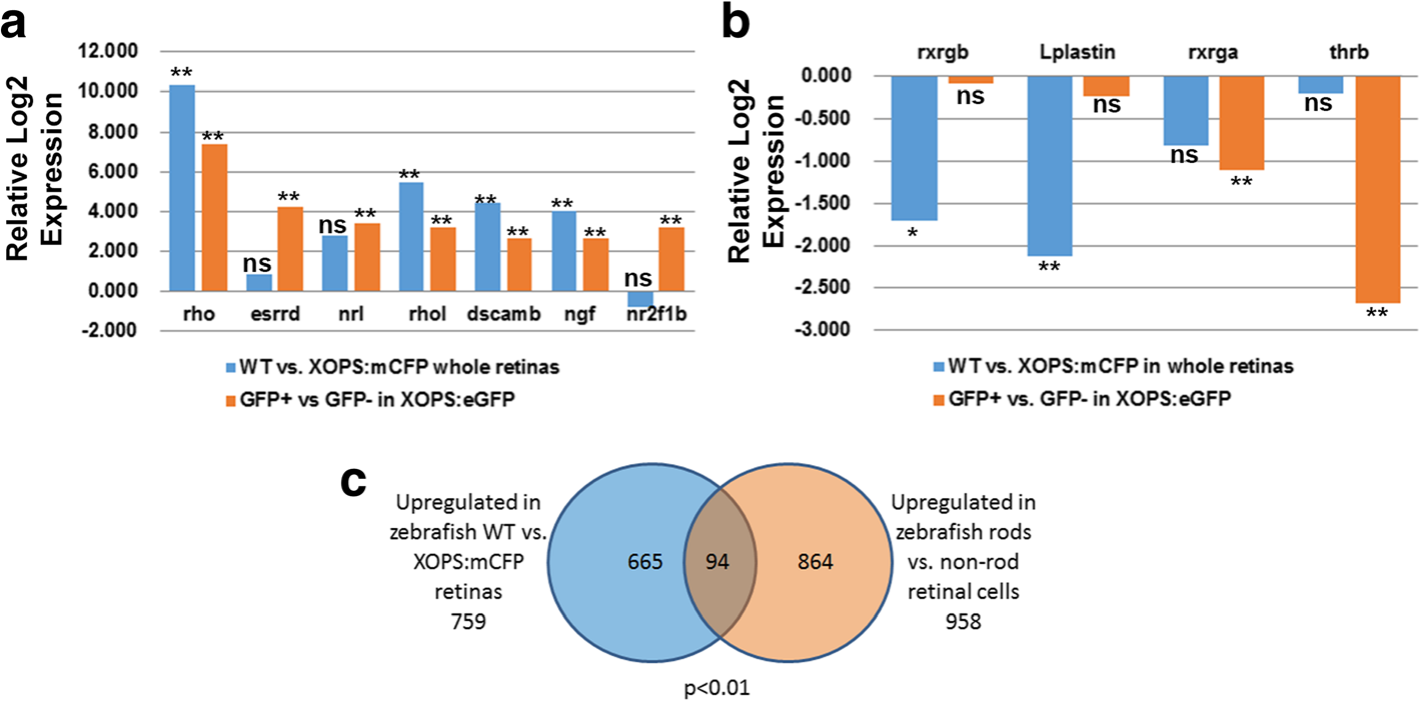
qPCR of selected transcripts enriched (**a**), or present (and not differentially expressed) or present (and depleted) in GFP+ (rod photoreceptor) cells (**b**), and relative expression in WT vs. *xops:mCFP* retinas. **, p < 0.01; *, p < 0.05; ns, not significantly differentially expressed for GFP+ vs. GFP- cells, or for WT vs. *xops:mCFP* retinas (three biological replicates). **c** Numbers of unique transcripts upregulated in GFP+ vs. GFP- retinal cells (present study), those upregulated in WT vs. *xops:mCFP* retinas [37], at p < 0.01, and those shared by both sets

Selected transcripts were further examined by in situ hybridization to visualize spatial expression patterns. 

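In the sorted adult cells, *dscamb* (ENSDARG00000028118, Zv9 chromosome 15 from 6032677 to 6302800) was at 806 ± 283 CPM (SD, n = 4) in GFP+ and 191 ± 63.9 CPM (SD, n = 4) in GFP- libraries, a log2 fold change of 2.09 (standard error 0.31, edgeR quasi-likelihood FDR = 3.67e-05). The retinoid X receptor transcripts lay far below this level. For *rxrgb* (ENSDARG00000004697, chromosome 20 from 33899864 to 33944628), 4.21 ± 4.19 CPM (SD, n = 4) in GFP+ and 4.80 ± 4.25 CPM (SD, n = 4) in GFP- libraries were measured.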

For these studies we selected *rhol* and *dscamb* as rod-enriched transcripts, and *rxrga* and *rxrgb* as transcripts present in rods (Fig. 6). The expression pattern of *rho* is shown for reference as an example of a rod-exclusive hybridization pattern (Fig. 6a). *Rhol* (*rh1–2*) was previously detected as a second *rho* gene in zebrafish [52] and other teleost fish [48], with demonstrated phototransduction functions and expression in the photoreceptor layer [48]. In the present study we have confirmed that *rhol* is expressed (and enriched) in rods, based upon RNA-seq and qPCR of purified rods (Fig. 6b). 

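The transcript *rhol* (ENSDARG00000070666, Zv9 chromosome 11 from 19516773 to 19518071) was at 98.2 ± 42.0 CPM (SD, n = 4) in GFP+ and 21.0 ± 15.1 CPM (SD, n = 4) in GFP- libraries. Its log2 fold change was 2.41 (standard error 0.39, edgeR quasi-likelihood FDR = 1.17e-04), and its ratio was positive in all 4 fish. Because *rhol* is a close relative of *rho*, which is far more abundant, reads that match both could have been left uncounted or counted for the wrong gene.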

In tissues sampled at 14 dpf, *rhol* was expressed in the photoreceptor layer, in a subset of cells matching the distribution of rods, but restricted primarily to the peripheral retina. This predominantly peripheral pattern was evident in retinas sampled at 1 month, and in adult retina, where only very weak expression was detected in central retina (Fig. 6b). In retinas of the *xops:mCFP* line that displays rod degeneration, *rhol* was not detected by in situ hybridization, even though some developing/dying *rho*-expressing cells are present (Fig. 6b). In rods that express *rhol*, the timing of expression may be delayed as compared with *rho* (*rho* is first expressed embryonically, while *rhol* is first expressed in larvae [52]), and rods of *xops:mCFP* zebrafish may simply not survive long enough to express *rhol*.

**Fig. 6:**
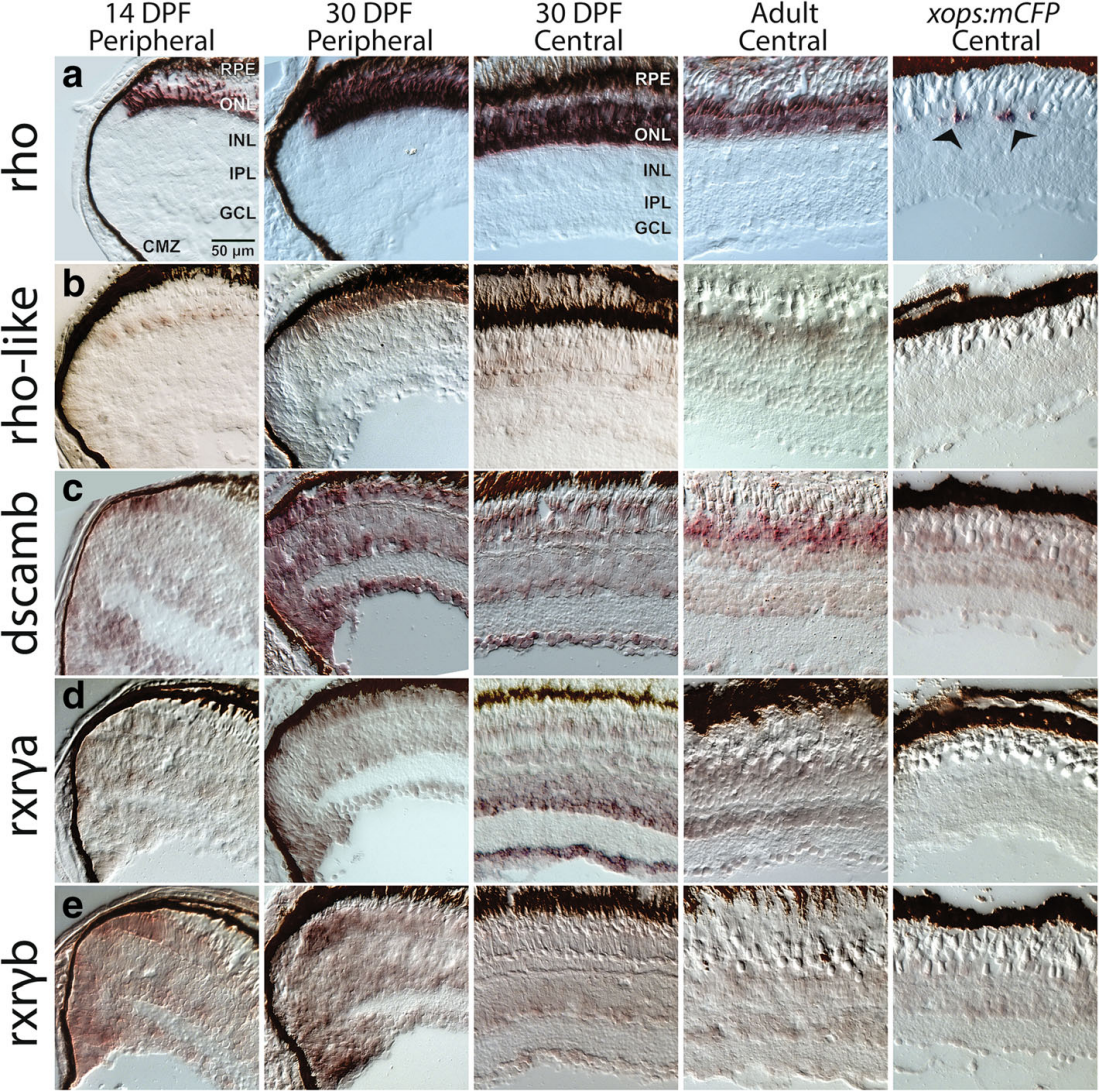
In situ hybridization for transcripts enriched (*rho, rhol, dscamb*) or present (*rxrga, rxrgb*) in rods of adult zebrafish, using tissues sampled from larvae (14 days post-fertilization; 14 DPF), juveniles (30 DPF), and adult WT fish, and from *xops:mCFP* transgenics, which show a chronic rod degeneration [9]. **a** Expression patterns for *rho*. Arrows in last panel show degenerating rods in *xops:mCFP* retina. **b** Expression patterns for *rhol*. **c** Expression patterns for *dscamb*. **d** Expression patterns for *rxrga*. **e** Expression patterns for *rxrgb*. DPF, days post-fertilization; CMZ, ciliary marginal zone; RPE, retinal pigmented epithelium; ONL, outer nuclear layer (photoreceptor layer); INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer. Scale bar (applies to all) = 50 μm

*Dscamb* is one of two zebrafish orthologues of mammalian *Dscam*. Mammalian Dscam encodes a homophilic cell adhesion molecule with numerous roles in retinal cell patterning and refinement of circuitry [53, 54], but is not expressed in mouse rods [55] (although *dscamlike1* is expressed in mouse rods; [56]. In larval and juvenile zebrafish retinas, *dscamb* was expressed in some cells of the outer nuclear layer (photoreceptor layer; ONL), in a pattern consistent with identities of rods and possibly a subset of cones, and was also seen in the inner nuclear layer (INL) and ganglion cell layer (GCL) in a pattern suggestive of amacrine cells (Fig. 6c). Expression of *dscamb* in adult zebrafish retinas showed similar patterns (Fig. 6c). The *xops:mCFP* retinas showed apparently greatly reduced expression in the photoreceptor layer, consistent with *dscamb* localization to rods (Fig. 6c).

In larval and juvenile zebrafish, *rxrga* and *rxrgb* were both diffusely expressed in all retinal cellular layers, and more strongly localized to the far peripheral photoreceptor layer and the stem/progenitor cell-containing CMZ (Fig. 6d, e). The former pattern suggests transient higher expression in newly-generated photoreceptors, consistent with our previous report of expression of transient expression of *rxrga* in photoreceptors of zebrafish embryos [57]. Juvenile and adult zebrafish WT retinas, and those of *xops:mCFP* fish, both showed a diffuse pattern throughout all cellular layers, although the juvenile samples showed more pronounced expression of *rxrga* within the GCL and inner INL (Fig. 6d, e). These findings are consistent with the lack of significant enrichment of these transcripts in rods of adult zebrafish as detected by RNA-seq and qPCR (Fig. 3).

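Neither receptor transcript was higher in the GFP+ libraries. The log2 fold change of *rxrgb* was -0.35 (standard error 1.21, edgeR quasi-likelihood FDR = 0.901). Its sign changed when fish 2 or fish 4 was left out, to 0.73 and 0.36, so that no direction was detectable at this depth. Without scaling factors the value was 0.045, but the median of all tested genes was then 0.32, so that this change of sign carries no weight. The log2 ratio of *rxrga* was negative in all 4 fish, from -3.06 to -0.61.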

### Rod photoreceptor transcripts in regenerated retina

The zebrafish regenerates a functional retina following widespread damage due to intravitreal injection of the neurotoxin ouabain [11]. However, regenerated fish retinas display histological errors such as neuronal cell bodies present in plexiform layers [14, 15] (and see Fig. 7), and disruptions of two-dimensional patterning [58, 59]. Although microarray and other analyses have revealed transcriptional changes in whole retina in response to damage [60] and accompanying the proliferative response specifically of Müller glia [60–62], the molecular signatures of identified, regenerated retinal neurons have never been compared with those of native, undamaged retinal neurons. We sampled regenerated retinas at 14 dpi, a time when all retinal layers are known to be re-established, but with some histological errors and very thin plexiform layers [11]. Another set of regenerated retinas was sampled at 30 dpi, when plexiform layers have expanded, but histological errors remain. The fidelity of *xops:eGFP* reporter expression as rod-specific in regenerated retina has not, to our knowledge, been established. Therefore we processed retinal cryosections for visualization of the eGFP reporter together with staining by the 1D1 (anti-rhodopsin; [40]) monoclonal antibody, using confocal microscopy. GFP+ profiles were observed in the ONL of control retinas, and of 14 dpi and 30 dpi retinas, and were associated with DAPI+ nuclei (Fig. 7a–i, asterisks). This localization to the ONL is consistent with their identities as rods. Furthermore, 1D1+ outer segments in control and regenerated retina were co-labeled with GFP (Fig. 7b-d, f-h, j-l, arrowheads), suggesting that regenerated, GFP+ cells in the *xops:eGFP* zebrafish retina corresponded to regenerated rods.

**Fig. 7:**
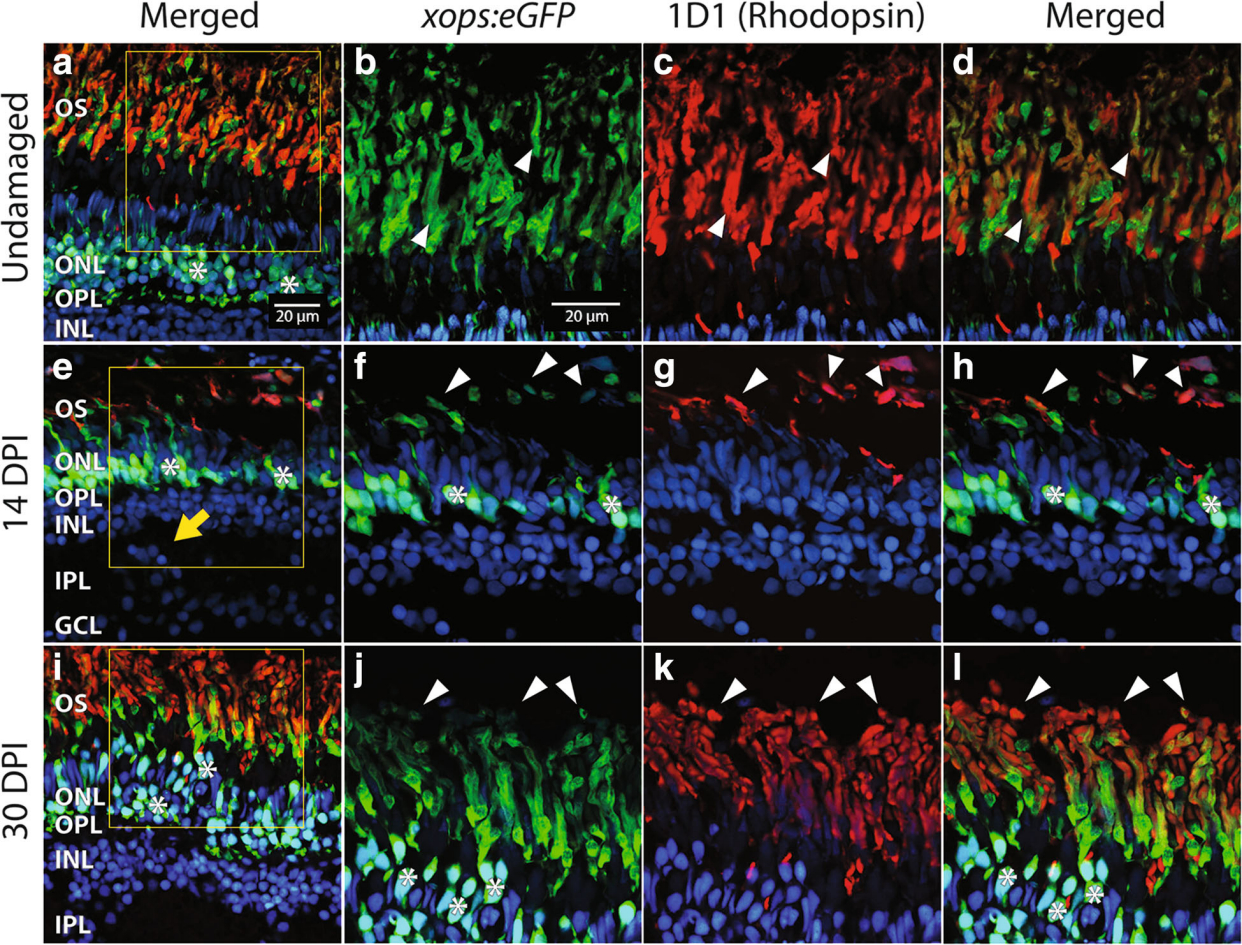
Regenerated rods in *xops:eGFP* transgenic zebrafish. **a** Undamaged retina, showing GFP+ (green); rod cell bodies in the outer nuclear layer (ONL) and GFP+, rhodopsin (1D1, magenta) outer segments (OS). Section is counterstained with DAPI (nuclei; blue). Asterisks (*) highlight some of the GFP+, DAPI+ cell bodies in the outer nuclear layer (ONL). Boxed area is shown at higher magnification in (**b-d**). **b-d**. Higher magnification views of outer segments of GFP imaging channel only (**b**), rhodopsin only (**c**), and a merged image (**d**), to show colabeling of outer segments (OS; some are highlighted by arrowheads). **e-h** Regenerated retina processed 14 days after injury (14 dpi), low magnification view with GPF, rhodopsin, and DAPI (**e**), and higher magnification views of GFP (**f**), rhodopsin (**g**), and merged image (**h**), to show colabeling of outer segments in regenerated retina (some are highlighted by arrowheads). Arrow in **e** shows example of histological error, with a cluster of DAPI+ cell bodies misplaced in the inner plexiform layer (IPL). **i-l** Regenerated retina processed 30 days after injury (30 dpi), low magnification view with GPF, rhodopsin, and DAPI (**i**), and higher magnification views of GFP (**j**), rhodopsin (**k**), and merged image (**l**), to show colabeling of outer segments in regenerated retina (some are highlighted by arrowheads). Boxed area in (**i**) is shown at higher magnification in (**j-l**). In **b-d**, **f-h**, and **j-k**, note that GFP fluorescence can be brighter than the corresponding 1D1 fluorescence, or vice-versa, although all OS show colabeling. Scale bar in **a** (applies to **a, e, i**) = 20 μm. Scale bar in **b** (applies to **b-d, f-h, j-l**) = 20 μm. OPL, outer plexiform layer; INL, inner nuclear layer; GCL, ganglion cell layer

Regenerated *xops:eGFP* retinas were dissociated, FACS-sorted, and subjected to qPCR of selected transcripts. Transcripts that were detected as significantly rod-enriched in undamaged retinas were also significantly rod-enriched in regenerated retinas at 14 and 30 dpi (Fig. 8a), providing an initial indication that regenerated rods are similar at the transcript level as the undamaged rods. Both *rho* and *rhol* were more highly enriched in the regenerating rods, and *nrl* was more highly enriched at 14 dpi (Fig. 8a). *Rxrgb* was detected, but not differentially expressed, in all samples, while *rxrga* was significantly depleted in rods of undamaged retina and at 14 dpi, but not 30 dpi (Fig. 8b). *Thrb*, important for determination of red-sensitive cones [51] was detected, but highly significantly depleted in all samples (Fig. 8b). Together these findings suggest that the rod transcriptome in regenerated retina possibly carries a molecular signature similar to that of undamaged rods.

**Fig. 8:**
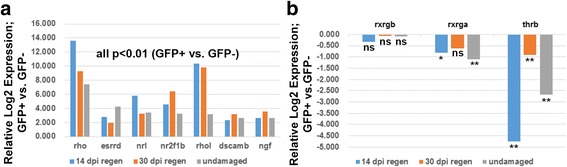
qPCR of selected transcripts enriched (**a**), or present (and not differentially expressed) or present (and depleted) in GFP+ (rod photoreceptor) cells (**b**), in regenerated retinas at 14 days post-injury (dpi), 30 dpi, and in undamaged retinas. **, p < 0.01; *, p < 0.05; ns, not significantly differentially expressed, for GFP+ vs. GFP- (three biological replicates)

## Discussion

We report for the first time, transcripts enriched, present, and depleted in rod photoreceptors of the adult zebrafish retina, now available as a resource for other investigators with interests in rod health, structure, function, and neurogenesis. The dataset was validated by qPCR of 45 transcripts, and many transcripts present in rods were not previously recognized as rod-enriched. Analysis of FACS-sorted fluorescent rods from transgenic zebrafish appears to be an excellent approach for expanding our knowledge of rod biology, and in the future may be applied to other photoreceptor subpopulations [63], since there are numerous transgenic tools available that selectively fluorescently label specific cone subtypes [64, 65].

The rod transcriptome appears to be remarkably stable over the zebrafish lifespan, at least for the rod-enriched transcripts studied in this manner, and at the sampling times used. The rod population of adult zebrafish, which includes the rods generated larvally – these rods are nearly as old as the zebrafish themselves – as well as the many rods that accumulated through adulthood, likely carries a molecular signature similar to that of the newly-generated rods of larval retina. The potential exceptions are the transcripts encoding the visual pigment proteins themselves, *rho* and *rhol*. *Rho* is more abundant in the rods from older fish, where the rod population includes many older rods. However, *rhol* is more abundant in those of younger fish. Interestingly, the peak spectral sensitivity of *rhol* is shifted 5 nm shorter than that of *rho* [48], although it is not known whether this difference is meaningful in the visual environment of zebrafish when rods are utilized. It is possible that the higher levels of *rhol* in rods of younger zebrafish are important for a visually-mediated behavior such as a prey capture strategy, that is different in larval/juvenile vs. adult zebrafish [66]. Extending the unbiased RNA-seq approach for the study of rod transcripts over the zebrafish lifespan may reveal other functional changes.

We used two approaches to evaluate rod transcripts in situations where the zebrafish retina responds to rod damage. In the first approach, we analyzed selected rod-enriched, and rod-depleted genes in WT retinas vs. those with chronic loss and attempted replacement of rods (*xops:mCFP*) [9]. Some of these rod-enriched transcripts were upregulated in WT retinas vs. *xops:mCFP*, consistent with the lack of mature rods in the *xops:mCFP* retinas. However, some were not, pointing to alternative roles for these transcripts in some aspect of the response to chronic damage, for example in the environment of high levels of cell death, or in upregulation of rod precursor proliferation. The second approach was to analyze selected rod-enriched, and rod-depleted genes following widespread retinal damage and a regeneration period. We found that transcripts enriched in undamaged, native rods, also were enriched in regenerated rods. Again the extension of the unbiased RNA-seq approach is likely to be even more illuminating, but this initial result suggests that regenerated rods do not differ in expression of a set of selected transcripts in comparison with undamaged, native rods. This finding implies that regenerated retinal neurons may not carry with them alternative molecular signatures, and likely recover their distinctive functions [67].

## Conclusions

We report the generation and validation of an RNA-seq dataset describing the rod transcriptome of the zebrafish. This transcriptome appears stable across the zebrafish lifespan, and similar in regenerated rods as compared with undamaged rods. Future applications of this study include comparative photoreceptor transcriptomics (rods vs. each cone subtype), and comparative analysis with transcriptome information available from other model organisms including mouse [68], as well as from stem cell-derived human retinal organoids [69]. Such studies have potential to reveal further distinctions of cones vs. rods, and distinctions among vertebrates that may resolve questions of vertebrate photoreceptor evolution [25, 70–72].

## Additional file

Additional file 1: Supplemental **Figure S1.** A. Multidimensional scaling (MDS) plot to visualize the level of similarity among the eight samples (four GFP+ and four GFP-) analyzed by RNA-seq. B. Average log counts per million (CPM) as a function of biological coefficient of variation (BCV), indicating a trend in dispersion associated with expression. C. Smear plot highlighting (red) differentially expressed transcripts at FDR <0.05. **Table S1.** Transcripts detected as significantly upregulated (*p* <0.01) in GFP+ vs. GFP- retinal cells of *xops:eGFP* zebrafish (“rod enriched”), and also detected as significantly upregulated (*p* <0.01) in WT vs. *xops:mCFP* whole retinas. (DOCX 262 kb)

## Abbreviations

CGZ: Circumferential germinal zone
CMZ: Ciliary marginal zone
DPF: Days post-fertilization
DPI: Days post-injury
FACS: Fluorescence-Activated Cell Sorting
GCL: Ganglion cell layer
GO: Gene ontology
INL: Inner nuclear layer
ONL: Outer nuclear layer
WT: Wild-type

# Supplementary material for: Transcripts within rod photoreceptors of the Zebrafish retina
**Source:** BMC Genomics. 2018 Feb 8;19:127. doi: 10.1186/s12864-018-4499-y
**Supplement:** Supplementary file 1 — Supplemental Figure S1. A. Multidimensional scaling (MDS) plot to visualize the level of similarity among the eight samples (four GFP+ and four GFP-) analyzed by RNA-seq. B. Average log counts per million (CPM) as a function of biological coefficient of variation (BCV), indicating a trend in dispersion associated with expression. C. Smear plot highlighting (red) differentially expressed transcripts at FDR <0.05. Table S1. Transcripts detected as significantly upregulated (p <0.01) in GFP+ vs. GFP- retinal cells of xops:eGFP zebrafish (“rod enriched”), and also detected as significantly upregulated (p <0.01) in WT vs. xops:mCFP whole retinas.

**Additional Files for**

**
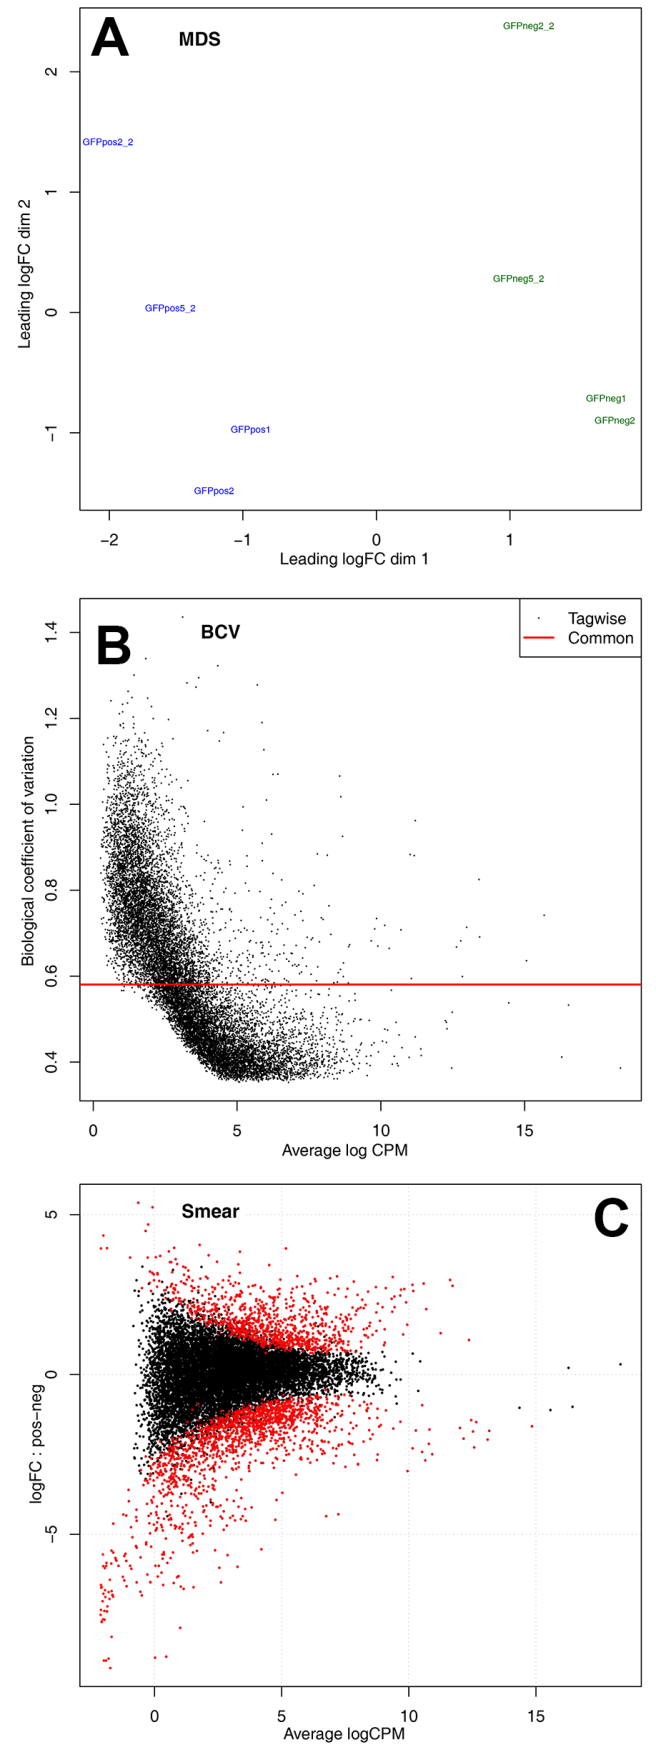
“Transcripts within Rod Photoreceptors of the Zebrafish Retina” by Sun et al.**

**Supplemental Figure S1.** A. Multidimensional scaling (MDS) plot to visualize the level of similarity among the eight samples (four GFP+ and four GFP-) analyzed by RNA-seq. B.

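The scaling plot is made from the counts of the 8 libraries. Each position reflects the typical log2 difference between a library and the others over the genes in which that pair differs most. With the 100 most different genes in place of a larger set, the gap between GFP+ and GFP- libraries on the first dimension was 2.82, and with all genes that passed the filter it was 0.59.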

Average log counts per million (CPM) as a function of biological coefficient of variation (BCV), indicating a trend in dispersion associated with expression. 

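The biological coefficient of variation is the square root of the negative binomial dispersion, and gives the relative variation between replicates that remains beyond counting error. Recomputed from the deposited counts with each fish left out in turn, the common value ranged from 0.402 to 0.449, and without a filter on low counts it was 0.483.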

C. Smear plot highlighting (red) differentially expressed transcripts at FDR <0.05.

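A smear plot sets the log2 fold change of each gene against its mean log2 CPM. In the fit made here, 703 of the genes with an FDR under 0.05 were higher in GFP+ libraries, and the median log2 fold change over all tested genes was -0.02. Without scaling factors that median was 0.32, which shifts all points upward.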

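The table lists genes that met a threshold in 2 separate experiments, the sorted cells of this study and a microarray comparison of whole retinas with and without mature rods. The sorted cell part can be followed in the deposited counts, where leaving out 1 fish at a time left 62 to 79 of the listed genes higher at an unadjusted p under 0.01, and where 46 met it without the fish as a block.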

**Supplemental Table S1.** Transcripts detected as significantly upregulated (p<0.01) in GFP+ vs. GFP- retinal cells of *xops:eGFP* zebrafish (“rod enriched”), and also detected as significantly upregulated (p<0.01) in WT vs. *xops:mCFP* whole retinas.

How the deposited data were processed for this re-analysis (not part of the article)

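RNA-seq was carried out on GFP+ (rod) and GFP- (non-rod) cells sorted from the retinas of 4 *xops:eGFP* fish, giving 8 libraries in 4 pairs. The condition and the fish of each library were taken from the sample labels and the paper's methods, and 0 sample columns were left unmapped. The sex of the fish is not in the labels, so the sex comparison of Table 5 was not analysed here.

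The authors trimmed reads with Sickle, overlapped pairs with FLASH, aligned them to Zv9 with the Burrows-Wheeler aligner and made the deposited counts with HTSeq-count; these are whole numbers per Ensembl gene without normalization. HTSeq's own counters for reads assigned to no gene were kept out of library sizes and tests. They made up 48.2% ± 6.30 (SD, n = 4) of the GFP+ totals and 37.5% ± 3.22 (SD, n = 4) of the GFP- totals. The authors also deposited a table of their comparison with log2 fold changes and mean log2 CPM, a likelihood ratio statistic (a score with no fixed range), p-values with FDR, and a normalized signal per library. That table has 13329 entries, of which 13325 are genes and 4 are HTSeq's counters, and its entries are those with a CPM over 1 in at least 4 libraries when the counters are included. Whole reads were recovered from the normalized signal the authors deposited for 100% of its values, and 100% of them equalled the deposited counts; the count test on these reads called 403 genes higher and 709 lower.

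Symbols came from the authors' deposited table for 13325 gene IDs and from a table of gene names for a further 10867; 9545 IDs had none. Of all 33737 IDs, 21939 were matched in the table of gene names. Coordinates are those of the authors' table, on Zv9. No genome sequence and no annotation pairing genes with GO terms were used here, so GC content, gene length and GO categories were not examined.

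Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr with the design, a trended dispersion, the quasi-likelihood F test with the fish as a block, and Benjamini-Hochberg adjustment), with limma 3.58.1 for camera and fry and DESeq2 1.42.0 as an alternative. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The log2 fold changes include edgeR's prior count. Thresholds were an FDR of 0.01 and 0.05 and an unadjusted p of 0.01, after the paper. Genes were counted as present when all 4 GFP+ libraries had a count above 0. The floor of 3 counts is the upper limit that a count of 0 allows, and a fold against a population at or under it is given as a lower bound. Means are given ± SD over the 4 libraries of a population.

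The libraries were paired by fish because the paper states that GFP+ and GFP- cells came from the retinas of a single fish. As a check, the deviations of the 2 libraries of 1 fish from their population means were correlated over genes, at 0.323, 0.292, 0.333 and 0.214 for fish 1 to 4, whereas the mean correlation with libraries of other fish ranged from -0.169 to -0.062. Within a population, correlations of log2 CPM between libraries lay between 0.752 and 0.902, and no 2 libraries were identical.

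The count test was tested on simulated data made from the means and library sizes of the real libraries. Of 200 changed genes among 12564, 82% were recovered, 100% of them with the right direction, and 1 unchanged gene was found among 165 calls. For the interaction, 78% of 100 changed genes were recovered with 3 other calls. In both simulations the changed genes were drawn only from those above the median expression. Their log2 change had 1 fixed size, 2 in either direction in the first and larger in the second. The dispersion of each gene was set to the trend. The shares recovered therefore do not hold for transcripts with few counts or for smaller changes.

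The genes named are every gene the paper names in its results, Fig. 3, Fig. 5 and Table 5, the first 5 entries of Tables 3 and 4, and the 5 genes with the smallest p among those higher and among those lower that moved the same way in all 4 fish. Members of the transcript lists, of the families and of the clock list, and mitochondrial genes, are named in addition, after their values were seen. The lists of stress response, apoptosis and retinal cell types, the design and the alternatives were written before the data were examined. The families named after Fig. 2 and the clock gene list were written afterwards, as were 4 further alternatives. The alternatives covered the pairing, the test, the tool, the normalization, the filter, the depth (all libraries downsampled to 1722055 counts), the 10 most abundant genes, and each fish left out in turn. Counts may not tell reads of similar copies apart, which could apply to opsins, *rom1a* and *rom1b*, *cry3* and hemoglobins. How similar these copies are was not examined here. The 2 *cobl* IDs lie side by side on chromosome 16, from 9830963 to 9841220 and from 9843137 to 9963838, and need not be copies.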

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

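The tests on the label suffix and on the paper's interaction table were chosen only after the result was seen; the clock gene list was written after the values of *nr1d4a*, *nr1d4b* and *cry3* had been seen and before the list was tested.

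Over 77 named gene IDs, the measures per library and the transcript lists, 252 groups of 4 values were searched for 1 library or fish far from the other 3. There were 13 such groups, and 12.6 are expected by chance. In GFP+ libraries these were *tulp1b* at 7661 CPM (fish 3, others 1039 to 1783), *arhgap29a* at 225.8 CPM (fish 2), *nr1d4b* at 190.8 CPM (fish 3) and *nr1d4a* at 39.3 CPM (fish 3). In GFP- libraries they were *msi1* at 1024 CPM (fish 3), *kcnv2a* at 153.4 CPM (fish 4), *si:dkey-204f11.59* at 58.9 CPM (fish 4), *nr1d4a* at 31.3 CPM (fish 3) and *rims3* at 18.8 CPM (fish 4). For the log2 ratio of GFP+ to GFP- within a fish they were *enc1* at 1.201 (fish 3, others 2.09 to 2.26), *opn4.1* at -1.15 (fish 3), *nr1d4a* at -1.68 (fish 2) and *nr2f1b* at 0.052 (fish 1, others 3.00 to 3.29). Since the number is what chance gives, no explanation was tested for these genes one by one, apart from *nr1d4a* and *nr1d4b*.

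*nr1d4b* was highest in both libraries of fish 3 and next highest in those of fish 4, the 2 fish whose labels carry the unexplained suffix, whereas *nr1d4a* was high in fish 3 only. With the counts of both libraries of a fish summed, the CPM of *nr1d4b* in fish 1 to 4 was 4.47, 0.606, 149 and 25.6, and that of *nr1d4a* 0, 2.43, 37.2 and 4.85. A candidate explanation is that the fish of the 2 label groups were sampled at different phases of the daily cycle. If so, other clock genes would differ between the label groups more often than genes in general. Of 33 other clock genes tested, 23 had an unadjusted p under 0.05 between the 2 fish with and the 2 fish without the suffix, or 69.7%, compared with 15.0% of all 13424 tested genes (one-sided Fisher's exact test, p = 1.92e-12, which treats genes as independent although clock genes are coregulated). The other 2 ways to divide the 4 fish into 2 and 2 gave 0 of 33 clock genes each, with 1.39% and 1.73% of all genes at that p. These 2 divisions are no control, because a difference between the label groups widens the spread within each of their groups. At an FDR under 0.05, 6 clock genes differed: *bhlhe41*, *dbpb*, *per1a* and *dbpa* were higher in fish 3 and 4, with log2 differences of 3.90, 3.57, 2.68 and 3.12, and *arntl1b* and *cry2a* were lower, with -3.94 and -2.69. The tables thus hold what this explanation needs, and it remains a hypothesis. With 2 fish against 2, any other difference between the label groups that moves clock genes, such as light history, age or sex, stays open and untested, and the paper's text gives no sampling time per fish.

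The ratio of GFP+ to GFP- differed between fish with and without the label suffix for 21 genes at an FDR under 0.05 (edgeR quasi-likelihood test of the interaction), 17 of them with a smaller ratio in the fish with the suffix, and 764 had an unadjusted p under 0.05. The other 2 ways to divide the fish gave 0 genes each, with 348 and 404 at an unadjusted p under 0.05, so that the suffix gave the largest count in 1 of 3 divisions; with so few divisions, an accident of grouping cannot be told apart from a real difference. Among the 21 were the rod transcripts *cnga1*, *gucy2f*, *sagb*, *pde6b* and *slc24a1*. A candidate technical explanation is more rod RNA in the GFP- libraries of the fish with the suffix. In GFP- libraries the rod list was higher in these fish by a median of 1.56 on the log2 scale (26 of 27 transcripts higher), compared with 0.14 in GFP+ libraries, as a less complete removal of rods from the GFP- cells would give. A biological difference in the level of rod transcripts in other cells was not tested.

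Of the paper's sex X rod interaction (Table 5), *pmela*, *slc6a6b*, *naa35* and *si:ch211-89f7.1* were among these 21. Their log2 interaction values by label suffix were 14.99, -3.99, -5.40 and -2.72, beside the paper's 15.02, -4.07, -5.26 and -2.75. The labels give no sex, and none was assigned to a fish here. For *slc6a6b* and *naa35* the tables argue against more rod RNA in GFP- libraries as the explanation, since their GFP+ libraries differed between the fish by -3.26 and -3.91, and by more than the GFP- libraries did, with 0.73 and 1.26. For *pmela* they argue against it too, since it was lower in both GFP- libraries of these fish, by -4.82 (36 and 42 counts in fish 1 and 2, 0 and 0 in fish 3 and 4). For *si:ch211-89f7.1* it cannot be told apart, because this 1 gene shifted in GFP- libraries by 1.83 but also in GFP+ libraries, by -0.88. The value of *pmela* is not a measured fold, since it had 0 counts in 4 of the 8 libraries. Sex, batch and time of sampling all stay open for these genes.

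Reads on no annotated gene and reads not aligned are not compared between the populations in the paper's text, which gives mapping percentages per sample. They made up 37.4% and 0.791% of the GFP+ totals, compared with 27.9% and 0.345% of the GFP- totals, and both were higher in the GFP+ library of all 4 fish (exact two-sided sign-flip test, p = 0.125 for each, the smallest that 4 pairs allow). Which sequences they hold was not analysed here, and neither a technical nor a biological explanation was tested.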

How the results depend on the processing

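The alternatives were chosen before the data were examined, except the 4 described as chosen after seeing the data. Unless a value or the number of fish or genes in an alternative shows it, the cause of a change was not tested.

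Without the fish as a block, 10264 genes passed the filter, 45 were higher and 142 lower at an FDR under 0.01, 665 differed at an FDR under 0.05 and 391 were higher at an unadjusted p under 0.01. In that fit 7 enriched and 2 depleted transcripts of Fig. 3 were called, and of Table S1 46 were higher at an unadjusted p under 0.01 and 6 at an FDR under 0.01. The common BCV was 0.525, so the fit counts differences between fish as noise. All 45 and 142 genes were also called with the pairing. Of 72 named genes tested in that fit, 42 lost their call, and *naa35* went from -0.60 to 0.0041; the direction of all 11 transcript lists and their side of the threshold did not change with the block left out.

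The likelihood ratio tests called more genes lower, 1112 with a trended and 1093 with a tagwise dispersion, and all 393 higher and 714 lower genes were among their calls. Without scaling factors the split changed from 35.5% to 60.4% higher calls, with 372 genes lower, 568 higher and 1249 higher at an unadjusted p under 0.01. The median log2 fold change of all genes moved from -0.02 to 0.32, which shows the cause, and relative to that shift the signs of *irbp* (0.20), *nr1d4a* (0.074) and *rxrgb* (0.045) did not turn. The MDS gap was then -0.88, compared with 0.59 for all genes and 2.82 for 100 genes. A minimum of 10 counts in every library left 5416 genes and 495 higher at an unadjusted p under 0.01. The MDS, the presence rule and the clusters changed with their own settings: 6855 genes were present at 10 or more counts and 20643 in any GFP+ library, and the largest cluster held 473 genes when genes at an FDR under 0.05 were clustered. Without a filter the BCV was 0.483. The interaction with the label suffix gave 43 genes with the tagwise likelihood ratio test and 40 without a filter. With DESeq2, RLE or upper quartile factors, a CPM minimum, the genes of the authors' deposited table, downsampled libraries or the 10 most abundant genes left out, the counts of higher and of lower genes at an FDR under 0.01 stayed within 1.5 times those reported.

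With the correlation estimated within each list, the camera FDR rose above 0.05 for 8 of 11 lists with unchanged medians: stress response -1.30, cone -2.51, rod 2.87, erythrocyte -6.03, Müller glia -0.75, bipolar -1.50, amacrine and horizontal -1.19 and ganglion -1.41. The FDR ranged from 0.0517 to 0.385.

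Across the 4 fits that each left out 1 fish, 180 to 352 genes were higher and 329 to 569 lower at an FDR under 0.01, 1125 to 1780 differed at an FDR under 0.05, and 506 to 766 were higher at an unadjusted p under 0.01. The lowest of each came without fish 1, and the counts at an FDR under 0.01 and under 0.05 also fell by over 1.5 times without fish 2 (230, 385 and 1200) and without fish 4 (256, 351 and 1259). Of Table S1, 30 (without fish 1) to 50 were higher at an FDR under 0.01, with 37 without fish 2. The BCV ranged from 0.402 to 0.449. The Müller glia median ranged from -0.91 to -0.43, and its camera FDR was 0.0893 without fish 2 and 0.0502 without fish 4. Signs changed for 7 named genes, between -0.31 and 0.066 for *irbp*, -3.34 and 1.54 for *pmela*, -0.30 and 1.52 for *slc6a6b*, -1.93 and 0.44 for *naa35*, -0.68 and 0.92 for *nr1d4b*, -0.80 and 0.24 for *nr1d4a* and -1.27 and 0.73 for *rxrgb*. Of the 76 named genes tested, 25 had the same call under all alternatives run, and 13, 10, 1 and 3 lost theirs without fish 1, 2, 3 and 4.

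Of the alternatives chosen after seeing the data, 1 was found by searching for a setting that gives the authors' counts: HTSeq's counters among the entries, a CPM over 1 in at least 4 libraries and a tagwise likelihood ratio test gave 597 higher and 1033 lower. It was 1 of 10 settings tried with the counters kept, and the other 4 with the fish as a block gave 405 to 582 higher and the 5 without it 60 to 259. Without the counters this was 604 and 1077. Reads recovered from the authors' deposited table gave 403 and 709, and 429 and 698 were found without mitochondrial genes.

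The depth limits the low-count transcripts. For *rxrgb*, *rtn2a*, *nr1d4a* and *nr2f1b* the standard errors lie between 0.76 and 1.24, so that changes of this size on the log2 scale were not detectable. The GO overrepresentation test and its 2 alternatives, genes at an FDR under 0.05 and the fit without the block, were not run.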

Differences from the paper's values

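For the paper's leading count, 393 genes were higher at an FDR under 0.01 here, compared with the paper's 597. Of the alternatives set before the data were examined, the likelihood ratio tests (571 with a trended and 581 with a tagwise dispersion), DESeq2 (529), total counts without scaling factors (568), no filter (479), a CPM over 1 in at least 4 libraries (466), RLE factors (402), the genes of the authors' deposited table (403) and the 10 most abundant genes left out (407) came within 1.5 times of the paper's count. Upper quartile factors (389), at least 10 counts in every library (327), downsampled libraries (397), no block (45) and each fish left out in turn (180 to 352) did not. An alternative chosen after seeing the values, and searched for because it gives the authors' counts, kept HTSeq's counters among the entries with a CPM minimum and a tagwise likelihood ratio test; it gave 597 higher, 1033 lower and 2439 at an FDR under 0.05. Of 10 settings tried in this search, all with the counters and the CPM minimum, only this 1 gave 597. Other tests and dispersion estimates gave 405, 556, 556 and 582 with the fish as a block and 60 to 259 without it. The setting was thus picked by its result, but the match goes beyond the counts. All 597 higher and 1033 lower calls were shared with the authors' deposited table, which also keeps the counters and holds a likelihood ratio statistic. The log2 fold changes of this fit lay within 0.011 of those there. In the authors' deposited table the 597 higher entries are 596 genes and HTSeq's counter of reads not aligned, with a log2 fold change of 1.102 and an FDR of 0.00768 there, and 1033 entries are lower, beside the paper's 1032. The other counts were within 1.5 times: 714 lower against the paper's 1032, 1107 in all against the paper's 1629, and 1905 at an FDR under 0.05 against the paper's 2439. At an unadjusted p under 0.01, 766 were higher against about 960 in Fig. 5c, read by eye, and the authors' deposited table holds 957. The common BCV was 0.44 against about 0.58 in Figure S1B, read by eye.

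The paper counts 13324 transcripts as non-zero in all GFP+ samples. Here 11677 gene IDs were, and none of the alternatives set before the data were examined gave the paper's number; the nearest was 13147, without fish 3. The authors' deposited table has 13325 gene entries, of which 11173 have a count above 0 in all GFP+ libraries.

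The paper states a range of 2781516 to 3480515 reads per sample, whereas the totals with HTSeq's counters ran from 2879681 to 4428076. It also states mapping percentages of 97.0% to 97.4% per sample, whereas HTSeq's counter of reads not aligned held 0.298% to 0.992% of a library's total, less than these percentages leave. No cause was tested.

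The paper places *rxrgb*, *rtn2a* and *nr1d4a* among transcripts present in rods. Each had 0 counts in 1 of the 4 GFP+ libraries, so they did not meet the rule of a count above 0 in all of them; *rxrgb* and *rtn2a* had none in fish 2 and *nr1d4a* none in fish 1. The paper also names *Lplastin* as present but not enriched in rods; its gene, *LCP1* in the deposited counts, had 0 counts in all 4 GFP+ libraries and 3, 5, 1 and 0 counts in the GFP- libraries of fish 1 to 4, too few for a fold.

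The paper calls *rxrga* depleted. Its FDR here was 0.0205, above 0.01, and it was under 0.01 with the trended (0.0038) and tagwise (0.0039) likelihood ratio tests, with DESeq2 (0.0065) and with the 2 settings chosen after seeing the data that use a CPM minimum with and without HTSeq's counters (0.0047 and 0.005). In the authors' deposited table it is 0.00468.

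The paper lists 94 shared entries at an unadjusted p under 0.01. Here 86 met it; all 94 did with the tagwise likelihood ratio test, and with the 2 settings chosen after seeing the data that use a CPM minimum.

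The paper describes all transcripts of Fig. 3a as enriched. Of 2 gene IDs with the symbol *cry3*, ENSDARG00000024049 was not called (log2 fold change 0.45, edgeR quasi-likelihood FDR = 0.319), and the paper gives primer sequences for *cry3* but no gene ID; the primers were not placed on a sequence here.

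The paper describes the 3 clusters of enriched transcripts as highly similar. The mean profiles of the 3 clusters here correlated at 0.252 to 0.861 over the 8 libraries, or 0.730 to 0.782 with average linkage and 0.690 to 0.891 with Ward linkage.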

Other observations

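The test on the stress list was chosen only after the result was seen, and the test without mitochondrial genes was added after their shares of the counts had been seen, before it was run. The tests between lists were restricted, after their first result, to transcripts that the paper does not name, because the lists drew in part on its tables; the other tests were set down before their results.

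The 8 libraries can be divided into 4 and 4 in 35 ways, of which 8 part all 4 pairs as the sorting does, 24 part 2 and 3 part none. With the fish as a block, the real division gave 1107 genes at an FDR under 0.01 and the largest count in the others that can be fitted was 0. This is 1 of the 8 divisions that part all pairs, and with 8 the share cannot be under 0.05, so that an accident of grouping cannot be told apart on this count alone. Without the block, where all 35 can be compared, 1 of 35 divisions, the real one, gave as many as 187 genes and the others gave 0, which argues against an accident of grouping.

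Transcripts of non-rod cells were found in all GFP+ libraries. A candidate explanation is RNA released from all dissociated cells and carried into every sorted droplet, which would lower the transcripts of cones, microglia and glia to about the same fraction. They moved apart instead. Within a fish, the median log2 ratio of 8 microglia and macrophage transcripts lay below that of 18 cone transcripts (mean difference -1.71, SD 0.504, lower in 4 of 4 fish), and that of the cone transcripts below that of 14 Müller glia transcripts (mean difference -1.63, SD 0.476, lower in 4 of 4 fish; exact two-sided sign-flip test, p = 0.125 for each, the smallest that 4 pairs allow). For 6 erythrocyte transcripts against the 18 cone transcripts no difference was found (mean difference -0.394, SD 0.680, lower in 2 of 4 fish, exact two-sided sign-flip test, p = 0.5). Most of these 6 were near 0 CPM in GFP+ libraries, which limits how low their ratio can be measured. The cone transcript *gnat2* was at 1447 ± 510 CPM (SD, n = 4) in GFP+ and 8179 ± 2184 CPM (SD, n = 4) in GFP- libraries, whereas *cd74b* was at 12.6 ± 15.8 CPM (SD, n = 4) against 193 ± 68.3 CPM (SD, n = 4). Equal carry-over of all RNA is therefore not the whole explanation. Cones sorted with rods, cone fragments attached to rods, Müller glia attached to rods, and low expression in rods themselves stay open, and none of them was tested.

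Stress response transcripts were lower in GFP+ libraries. If they were carried by microglia, which the GFP+ libraries lack, they would fall by as much as microglial transcripts do. Within a fish the stress list lay above the 8 microglia and macrophage transcripts by 2.81 on the log2 scale (SD 0.379, in 4 of 4 fish), which argues against loss of microglia as the whole explanation. A response of the other cells to dissociation, and lower levels of these transcripts in rods, stay open and were not tested. The comparison between populations does not show whether sorting changed rods, since both populations were dissociated and sorted.

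Mitochondrial genes took a smaller share of the counts in GFP+ than in GFP- libraries in 4 of 4 fish (mean difference -19.3 percentage points, exact two-sided sign-flip test, p = 0.125, the smallest that 4 pairs allow), and 15 of 19 tested mitochondrial genes were lower at an FDR under 0.01, with all 19 log2 fold changes negative. A few abundant genes could set the calls of the others. With the mitochondrial genes left out, 429 genes were higher and 698 lower, compared with 393 and 714, with 393 of the higher and 689 of the lower genes shared, so these genes did not set the calls under TMM factors. Why the share differs was not tested. Loss of rod inner segments, where mitochondria lie, during dissociation and a higher mitochondrial content of other cells stay open.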
